# Transcriptome-wide *N* ^6^-Methyladenosine Methylome Profiling Reveals m^6^A Regulation of Skeletal Myoblast Differentiation in Cattle (*Bos taurus*)

**DOI:** 10.3389/fcell.2021.785380

**Published:** 2021-12-06

**Authors:** Xinran Yang, Jianfang Wang, Xinhao Ma, Jiawei Du, Chugang Mei, Linsen Zan

**Keywords:** *N* ^6^-methyladenosine, cattle, myoblast differentiation, m^6^A-seq, differentially methylated genes

## Abstract

*N* ^*6*^-methyladenosine (m^6^A) is the most prevalent methylation modification of eukaryotic mRNA, and it plays an important role in regulating gene expression. Previous studies have found that m6A methylation plays a role in mammalian skeletal muscle development. However, the effect of m^6^A on bovine skeletal myogenesis are still unclear. Here, we selected proliferating myoblasts (GM) and differentiated myotubes (on the 4th day of differentiation, DM) for m^6^A-seq and RNA-seq to explore the m^6^A methylation modification pattern during bovine skeletal myogenesis. m^6^A-seq analysis revealed that m^6^A methylation was an abundant modification of the mRNA in bovine myoblasts and myotubes. We scanned 5,691–8,094 m^6^A-modified transcripts, including 1,437 differentially methylated genes (DMGs). GO and KEGG analyses revealed that DMGs were primarily involved in transcriptional regulation and RNA metabolism, as well as insulin resistance and metabolic pathways related to muscle development. The combined analysis further identified 268 genes that had significant changes at both m^6^A and mRNA levels, suggesting that m^6^A modification may regulate myoblast differentiation by mediating the expression of these genes. Furthermore, we experimentally confirmed four genes related to myogenesis, including MYOZ2, TWIST1, KLF5 and MYOD1, with differential changes in both m^6^A and mRNA levels during bovine myoblast differentiation, indicating that they can be potential candidate targets for m^6^A regulation of skeletal myogenesis. Our results may provide new insight into molecular genetics and breeding of beef cattle, and provide a reference for investigating the mechanism of m^6^A regulating skeletal muscle development.

## Introduction

Skeletal muscle is an important factor that regulates livestock muscle quality and maintains metabolic homeostasis (Picard et al., 2010). The growth and development of skeletal muscle are extremely complex biological processes, which successively include directional differentiation of progenitor cells, myoblast proliferation, differentiation and fusion of myocytes, and, finally, formation of multinucleated muscle fibers with contractile function (Braun and Gautel, 2011). Besides a series of specific transcription factors, epigenetic modifications such as DNA methylation and histone methylation also play an important role in skeletal myogenesis (McKinnell et al., 2008; Yang et al., 2021). Nonetheless, molecular selection breeding in beef cattle mostly focused on the exploration of some key genes, and rarely improved the breeding process from the perspective of RNA.

More than 150 kinds of chemical RNA modifications have been identified, and RNA methylation accounts for more than 60% of all modifications (Cantara et al., 2011). Among these types of modification, *N* ^6^-methyladenosine (m^6^A) is considered the most prevalent internal mRNA modification in eukaryotes (Wei et al., 1975, 1976; Schibler et al., 1977; Zhong et al., 2008; Jia et al., 2013; Schwartz et al., 2013; Luo et al., 2014; Meyer and Jaffrey, 2014; Haussmann et al., 2016; Shen et al., 2016). m^6^A is a dynamic and reversible posttranscriptional methylation modification (Fu et al., 2014; Meyer and Jaffrey, 2014; Zhao et al., 2017), that is catalyzed by m^6^A writer proteins (methyltransferase complexes composed of methyltransferase-like 3 (METTL3), METTL14 and Wilms tumour 1-associated protein (WTAP)) and is demethylated by m^6^A eraser proteins [fat mass and obesity-associated protein (FTO) and AlkB homolog H5 (ALKBH5)] (Jia et al., 2011; Zheng et al., 2013; Liu et al., 2014; Ping et al., 2014; Shi et al., 2019). The m^6^A modification is functionally interpreted by m^6^A “reader” proteins, such as the widely studied YTH-domain family proteins (Zhang et al., 2010; Wang et al., 2014). m^6^A modification plays a variety of roles in mRNA metabolism, including mRNA translation efficiency, stability, splicing, and nuclear export (Dominissini et al., 2012; Fu et al., 2014; Wang et al., 2014; Zhao et al., 2014; Alarcon et al., 2015; Meyer et al., 2015; Wang et al., 2015; Shi et al., 2019). Accumulating evidence suggests that m^6^A affects different developmental and biological processes, such as multiple cancer processes, mESC differentiation, antitumor immunity, embryonic and postembryonic development, cell rhythms, cell fate determination, and adipogenesis (Fustin et al., 2013; Batista et al., 2014; Zhao et al., 2014; Lin et al., 2016; Bertero et al., 2018; Yang et al., 2018; Han et al., 2019; Song et al., 2019; Yao et al., 2019; Wang et al., 2020).

Recent advances in the field have shown that m^6^A modification plays an important role in processes related to muscle growth and development, such as myocyte stem maintenance, myocyte proliferation, cell differentiation and myocardial function (Kudou et al., 2017; Wang et al., 2017; Dorn et al., 2019; Mathiyalagan et al., 2019; Gheller et al., 2020; Lin et al., 2020; Zhang et al., 2020). In primary mouse myoblasts and C2C12 cells, m^6^A is essential for skeletal muscle differentiation (Kudou et al., 2017; Li et al., 2021) and regulates the transitions of muscle stem cells/myoblasts (Gheller et al., 2020). In farm animals, using m^6^A-specific methylated RNA immunoprecipitation coupled with next-generation sequencing (m^6^A-seq), Tao revealed the m^6^A modification maps in porcine adipose and muscle tissue (Tao et al., 2017), Cheng found the m^6^A modification pattern in chicken fat deposition (Cheng et al., 2021), and Xu uncovered the m^6^A regulation in goose embryonic muscle development (Xu et al., 2021). These studies indicated that m^6^A modification plays a potentially important role in adipogenesis and myogenesis of animals. However, the studies on m^6^A in livestock and poultry mainly focus on the tissue development level, while the transcriptome-wide m^6^A methylome maps in cellular level have been seldom reported. Moreover, m^6^A modification in bovine skeletal muscle development and myogenic differentiation has not been reported.

The present study was aimed to uncover the m^6^A modification pattern in bovine skeletal myoblast differentiation and explore the potential function of m^6^A modification during myoblast differentiation. We used bovine skeletal myoblasts as a research target to investigate the abundance, function and mechanism of m^6^A modification in the process of myogenic differentiation. Thus, we performed m^6^A-seq and RNA-seq in pre-differentiation (GM, myoblasts) and post-differentiation (DM, myotubes) cells. Our results indicate that m^6^A modifications were highly enriched in mRNA, especially in the 3′UTR and CDS regions, and were likely to participate in the regulation of myogenic differentiation. Finally, we identified, screened and verified four skeletal muscle development-related genes (MYOZ2, TWIST1, KLF5 and MYOD1), which showed significant differences in both m^6^A methylation and mRNA expression. Our study first revealed the mRNA m^6^A modification map during bovine skeletal myogenic differentiation *in vitro*, which could contribute to further understand the roles of m^6^A in bovine skeletal muscle development.

## Materials and Methods

### Ethical Statement

The animal experiments of this study were conducted in the light of the protocol of the Experimental Animal Management Committee of Northwest A&F University (Protocol NWAFAC1120), and in accordance with the Regulations on Administration of Animals Used as Subjects of Experiments issued by the State Council of China in 2017.

### Isolation and Culture of Bovine Myoblasts

Primary myoblasts were isolated from the longissimus dorsi of a newborn Qinchuan beef cattle according to the method previously reported in our laboratory (Wang et al., 2018). The isolated myoblasts were cultured to 80% confluence in growth medium, and then, myogenic differentiation was induced with differentiation medium. The culture conditions were a humidified incubator (Thermo Fisher Scientific, MA, USA) containing 5% carbon dioxide at 37°C. The myoblast growth medium was composed of Dulbecco’s modified Eagle’s medium: Nutrient Mixture F-12 (DMEM/F12; HyClone, USA), 20% fetal bovine serum (FBS; GIBCO, USA) and 1% penicillin/streptomycin. The myoblast differentiation medium consisted of DMEM/F12 containing 2% horse serum (HS; GIBCO, USA) and 1% penicillin/streptomycin. The medium was changed every 2 days.

### Immunofluorescence

Cultured myoblasts and myotubes were washed briefly with PBS and fixed with PBS containing 4% paraformaldehyde for 20 min at room temperature, and then permeabilized with PBS containing 0.2% Triton X-100 (Solarbio, Beijing, China) for 10 min. The cells were subsequently washed with PBS 3 times. The cells were blocked with 10% donkey serum, 1% BSA and 0.3 M glycine in PBS at room temperature for 30 min. The primary antibodies were diluted to different concentrations in blocking buffer according to the protocols, and then, the cells were incubated overnight at 4°C. After washing three times with PBS, the cells were incubated with fluorescent dye-conjugated secondary antibodies diluted in blocking buffer for 1 h at room temperature, and this step was performed in the dark. The cells were washed 3 times with PBS, stained with 0.1% DAPI (Sigma-Aldrich, USA) for 15 min and then visualized under a fluorescence microscope (Olympus IX71, Japan). The primary antibodies used were anti-PAX7 (1:200, ab187339, Abcam) and anti-MyoD1 (1:200, ab16148, Abcam). The secondary antibodies used were Alexa Fluor 555-conjugated donkey anti-rabbit IgG (1:1,000, ab150074, Abcam) and Alexa Fluor 488-conjugated goat anti-mouse IgG (1:1,000, ab150113, Abcam).

### RNA Isolation and Fragmentation

Proliferating myoblasts (named GM; 80% confluence, cultured in GM) and differentiated myotubes (named DM; cultured in DM for 4 days) were harvested, and total RNA was extracted using RNAiso reagent (TaKaRa, Dalian, China). Then the RNA samples were sent to LC-BIO Bio-tech ltd. (Hangzhou, China) for RNA sequencing and m^6^A sequencing. The quality and quantity of the total RNA were analyzed by Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent, CA, USA) with RIN >7.0. Poly (A) mRNA was isolated from total RNA over 200 ug using poly-T oligo attached magnetic beads (Invitrogen, Massachusetts, USA). Following purification, the poly(A) mRNA fractions are fragmented into about 100-nt-long oligonucleotides by divalent cations at high temperatures.

### m^6^A Immunoprecipitation, Library Construction and Sequencing

The cleaved RNA fragments were incubated with m^6^A-specific antibody (202003, Synaptic Systems, Germany) in IP buffer (50 mM Tris-HCl, 750 mM NaCl and 0.5% Igepal CA-630) supplemented with BSA (0.5 μg/μl) at 4°C for 2 h. Then the mixture was incubated with protein-A beads and eluted with elution buffer (1 × IP buffer and 6.7 mM m^6^A). The eluted RNA was precipitated with 75% ethanol. According to the strand-specific library prepared by dUTP method, the eluted fragments containing m^6^A (IP) and the untreated input control fragments were converted to final cDNA library. The average insert size for the paired terminal libraries was ∼100 ± 50 bp. And then we performed the paired-end 2 × 150 bp sequencing on an Illumina Novaseq™ 6000 platform at the LC-BIO Bio-tech ltd. (Hangzhou, China) following the vendor’s recommended protocol.

### RNA-Seq Data Analysis

*RNA-seq alignment.* Trimmomatic (Bolger et al., 2014) were used to remove the contained adaptor contamination and low-quality bases, Then, we used the fastQC software to verify the sequence quality of each sample. We mapped valid reads to the reference genome of *Bos taurus* (ARS-UCD1.2) published on Ensembl website using HISAT2 (Kim et al., 2015). Then StringTie (Pertea et al., 2015) was accessed to quantify the expression level of all genes and transcripts by calculating FPKM [total exon fragments/mapped reads (millions) × exon length (kB)]. And reads were counted by featureCounts software (Liao et al., 2014).

Differential analysis. Differential expression analysis was performed using edgeR (https://bioconductor.org/packages/edgeR), a Bioconductor package in R, and marked with significant parameter. The differentially expressed genes (DEGs) were selected with Fold Change (FC) > 1.5 or FC < −1.5 and *p* value <0.05. The R package ggplot2 was used to generate differential volcano maps.

GO and KEGG analysis*.* Gene Ontology (GO) classification and enrichment analysis was performed by g:Profiler online tool (Raudvere et al., 2019). Kyoto Encyclopedia of Genes and Genomes (KEGG) was analyzed by KOBAS online website (Bu et al., 2021). Bonferroni and Hochberg corrected *p* value <0.05 in individual genes was considered to be statistically significant.

### m^6^A-Seq Data Analysis

m^6^A-seq alignment and peak calling. After obtaining raw sequence data, we first conduct quality control for raw reads by fastQC and trim low-quality reads and adapter sequences by Trimmomatic (Bolger et al., 2014). Trimmed reads were called clean reads, and were aligned to the *Bos taurus* reference genome (ARS-UCD1.2) using HISAT2 software (Kim et al., 2015). The Uniquely aligned sequences were extracted by Sambamba (Tarasov et al., 2015) and only the uniquely mapped and non-duplicated alignments were further analyzed. MACS2 (Zhang et al., 2008) was used to identify the m^6^A-modification peaks of each sample with the default parameters, which identifies m^6^A peaks with bed or bam format that can be adapted for visualization on the Integrative Genomics Viewer (IGV) software (http://www.igv.org/). *De novo* and known motif were found using MEME (Bailey et al., 2009) and HOMER (Heinz et al., 2010), and Perl scripts in house were used to locate the motif with respect to peak summit. Meanwhile, the input RNA sequencing (RNA-seq) data were used as the background when calling peaks.

Overall analysis of m^6^A data*.* Deeptools (Ramirez et al., 2016) was used to analyze the correlation between samples and reads enrichment signal. ChIPseeker (Yu et al., 2015) were used to annotate the peaks. Bedtools (Quinlan and Hall, 2010) was used to count the peak number of each bin, and the counts were employed to plot the patterns by R. Next, Guitar (Cui et al., 2016) was used to examine the distribution pattern of the m^6^A peaks throughout different regions of the transcripts, the mRNA transcripts were divided into five non-overlapping segments: the 5′UTR, start codon (100 nucleotides centered on the start codon), CDS, stop codon (100 nucleotides centered on the stop codon), and 3′UTR. Each area was separated into 20 bins. Circos analysis was performed using the OmicStudio tools at https://www.omicstudio.cn/tool/.

Analysis of differential peaks between GM and DM*.* Correlation Heatmap was generated by DiffBind (Stark and Brown, 2011). All m^6^A peaks in growth and differentiation conditions for myoblasts were identified by the exomePeak (Meng et al., 2014). For differential analysis, we retrieved all peaks with >1.5-fold differences for downstream analysis. The analysis of GO and KEGG was the same as RNA-seq. Finally, we analyzed the correlation between m^6^A abundance and mRNA level during myoblast differentiation using R packages. The scatter plots of correlation were generated using ggplot2 (v3.3.5), the Pearson correlation coefficient was calculated using ggpubr (v0.4.0), and the fitting equation was added to the plots by ggpmisc (v0.4.2).

### cDNA Synthesis and Real-Time Quantitative PCR

The PrimeScript RT reagent kit (TaKaRa) was used to synthesize cDNA. The residual genomic DNA was removed at 42°C for 2 min, and then, the reverse transcription reaction was conducted at 37°C for 15 min and then at 85°C for 5 s. Real-time quantitative PCR (RT-qPCR) was performed using the TB Green Premix Ex Taq II Kit (TaKaRa) and a CFX Connect Real-Time PCR Detection System (BIO-RAD, CA, USA). Bovine *GAPDH* was used as the internal reference to standardize the data. Each sample analyzed by RT-qPCR was subjected to at least three biological repeats. Relative mRNA expression was calculated and analyzed using the 2^−ΔΔCt^ method (Livak and Schmittgen, 2001). All of the primers used in the RT-qPCR are listed in Supplementary Table S1.

### m^6^A-IP-qPCR

m^6^A immunoprecipitation assays were performed as previously described (Dominissini et al., 2012). In brief, 48 h after transfection, RNA from the cells was chemically digested into 200-nt fragments, and more than 200 μg of total RNA was subjected to immunoprecipitation with affinity-purified m^6^A-specific antibody (202003, Synaptic Systems, Germany). The RNA fragments that bound to m^6^A were separated by TRIzol reagent. Following ethanol precipitation, the input RNA and eluted m^6^A RNA were reverse transcribed by random hexamers, and then, the enriched sequences were detected by RT-qPCR. The ΔΔCt between the 10% input and the immunoprecipitated RNA was determined, and the relative enrichment was calculated as 2^−ΔΔCt^. The primers used to amplify the m^6^A peak region are listed in Supplementary Table S1.

### Statistical Analysis

All data were presented with the means ± standard deviation (SD) of at least three biological repeat samples. Student’s *t*-test (between two groups) or ANOVA (among multiple groups) were used to compare significance of the mean values. Differences were considered to be very significant or significant at *p* < 0.01 or *p* < 0.05, respectively. The results were analyzed using GraphPad Prism 7.00 (CA, USA) software and images were generated.

## Results

### Identification of Bovine Skeletal Myoblasts

To verify whether the cells isolated from bovine longissimus dorsi muscles could undergo myogenic differentiation, we seeded the isolated cells in culture dishes, grew them to 80–90% confluence, and passaged them to a 6-well plate for further culture. After 48 h in the growth medium, immunofluorescence showed that PAX7 and MYOD1 were simultaneously expressed, while the expression of MYOD1 was relatively low (Figure 1A). Therefore, we preliminarily identified the isolated cells as myoblasts. The myoblasts were cultured in growth medium to 90% confluence, and myogenic differentiation was induced with differentiation medium. Microscopic observation revealed that the myotubes formed by myoblast fusion gradually increased and became longer as the number of days of differentiation increased (Figure 1B). We evaluated the differentiation status of the myoblasts by detecting the mRNA levels of *MYOD1*, *MYOG*, *MYH3* (myosin heavy chain 3), *MYMK* (myomaker, myoblast fusion factor), *MRF4* (myogenic regulatory factor 4) and *CKM* (creatine kinase), which are widely recognized marker genes of differentiated myoblasts and fused myotubes (Bentzinger et al., 2012; Millay et al., 2013). Notably, the levels of *MYOG*, *MYH3*, *MYMK*, *MRF4* and *CKM* gradually increased during myogenic differentiation, and the trends in the expression of these pivotal genes were consistent with the differentiation stage (Figure 1C). Alternatively, the levels of *MYOD1* peaked on D2 (Figure 1C), which was consistent with previous studies showed that MYOD1 plays a vital role in the proliferation and early differentiation of myoblasts (Weintraub et al., 1991; Weintraub, 1993). These results indicated that the isolated bovine skeletal myoblasts in this study were capable of myogenic differentiation and could serve as a model for our follow-up study.

**FIGURE 1:**
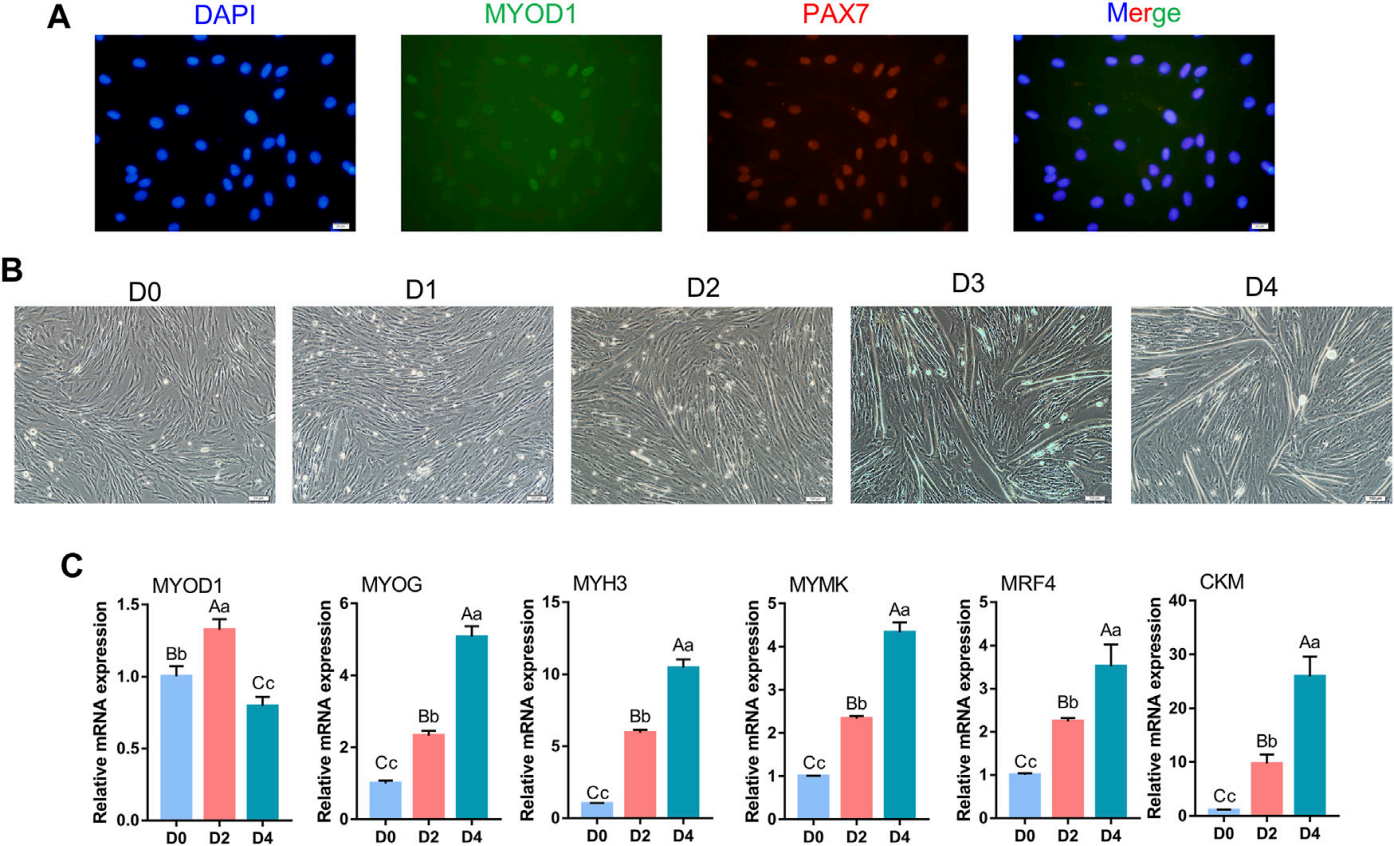
Identification of bovine skeletal myoblasts. **(A)** Identification of myoblasts based on PAX7 and MYOD1 expression in growth medium (GM) (scale bar: 20 μm). **(B)** Observation of myotube formation on days 0, 1, 2, 3 and 4 of culture in differentiation medium (DM) after the induced myogenic differentiation (scale bar: 100 μm). **(C)** Relative mRNA expression of specific myogenic genes (*MYOD1*, *MYOG*, *MYH3*, *MYMK*, *MRF4* and *CKM*) during bovine skeletal myoblast differentiation. The results were normalized to the *GAPDH* levels and were presented as the means ± SD. Different capital letters indicate very significant differences (*p* < 0.01), different lowercase letters indicate significant differences (*p* < 0.05), and the same letters indicate no significant differences (*p* > 0.05).

### Overview of Samples and *N* ^6^-Methyladenosine Methylation of mRNA in Bovine Sketetal Myoblasts and Myotubes

To investigate the role of m^6^A in myoblast differentiation, mRNA was extracted from pre-differentiation (GM, myoblasts, D0) and post-differentiation (DM, myotubes, D4) cells for m^6^A-seq and RNA-seq. 

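The deposited data hold 12 libraries, an input and an immunoprecipitated (IP) library from each of 3 GM and 3 DM cultures. Clean reads of the inputs were 66147174, 65318384 and 58691190 in GM and 66324558, 62785728 and 63610464 in DM (Table 1). The authors' gene table gives StringTie FPKM of these 6 inputs for 18436 genes. FPKM summed over genes to 421357.9, 415740.2 and 434458.3 in GM and to 386436.5, 390826.9 and 388417.2 in DM, and the 10 most abundant genes held 9.47 to 9.89% of the sum in GM and 11.3 to 11.7% in DM. The m6A data are 1 exomePeak list for GM and 1 for DM, each called on the pooled libraries of its group and computed separately. Fold enrichment of IP over input is the authors' own value for each peak, and the lists carry no replicate error. Peaks of the 2 lists were taken as shared when their exon blocks overlapped by at least 1 base on the same strand. The per-sample MACS2 peaks of Table 2 were not used here.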

Pearson correlation analysis showed that there was a strong correlation between the three biological repeat samples in GM and DM groups, respectively (Figure 2A). 

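Across the 18436 genes, Pearson r of log2(FPKM + 1) between input libraries was 0.995 to 0.997 within GM, 0.997 for each pair within DM and 0.981 to 0.983 between a GM and a DM library. On untransformed FPKM, the setting that moved r most between groups, it was 0.933 to 0.953 there. Within groups a pseudocount of 0.1 moved it most, to 0.988 to 0.992 in GM and 0.990 to 0.991 in DM. These coefficients run across genes, not replicates, and the IP libraries do not enter them (Fig. 2A).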

RNA-seq and m^6^A-seq produced 46785592–66324558 clean reads in Input and IP groups, of which more than 95% were mapped to reference genome of *Bos taurus* (Table 1). After eliminating low-quality reads, more than 92% of unique mapped reads were obtained in each group of clean reads (Table 1). These data show that high-throughput sequencing in this study has been carried out successfully. Furthermore, we identified 23287–23912 total transcripts in GM and DM groups (Table 2, Supplementary Table S2). 

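In the deposited gene table, 16016 to 16289 genes per GM input library and 16039 to 16281 per DM input library have an FPKM above 0. Above 0.5 FPKM there are 12269 to 12303 genes in GM and 12155 to 12221 in DM. These are gene counts, with no count of transcripts (Table 2).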

Then the methylated mRNA was mapped to the transcriptome. 6,042–8,094 m^6^A-modified transcripts were identified in GM groups and 5,691–7,361 m^6^A-modified transcripts were found in DM groups. 

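The pooled exomePeak lists place at least 1 peak in 10601 genes in GM and 11800 in DM. Of the 6134 genes with a mean input FPKM under 0.5, 29.1% carry a GM peak and 32.4% a DM peak. The shares are 71.4% and 77.7% of the 6937 genes between 0.5 and 10 FPKM, and 70.2% and 79.9% of the 5365 genes at 10 FPKM or more.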

There were 9,246–13596 and 9,128–11861 m^6^A peaks in the two groups, respectively (Table 2, Supplementary Table S3). Therefore, we found that there were ∼1.60 m^6^A peaks per m^6^A transcript in bovine skeletal myoblasts and myotubes, which were similar to those detected in human HepG2 (∼1.7 peaks per gene) (Dominissini et al., 2012), pig muscle (∼1.7 peaks per m^6^A transcript) (Jiang et al., 2019), pig adipose tissue (∼1.3 peaks per gene) (Tao et al., 2017) and chicken fat (∼1.5 peaks per m^6^A transcript) (Cheng et al., 2021). 

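There are 19739 entries in the GM list and 20790 in the DM list, with a median length over exons of 352 and 421 nucleotides. A false discovery rate under 0.05 holds for 17821 GM peaks and 18471 DM peaks. With fold enrichment of at least 2, 15454 GM peaks in 9570 genes and 15873 DM peaks in 10400 genes remain. A false discovery rate under 0.001 leaves 14244 peaks in 8893 genes in GM and 14164 in 9720 in DM, which turns the order of the 2 peak counts.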

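Peaks per gene with a peak number 1.86 in GM and 1.76 in DM in the pooled lists. At a fold enrichment of at least 2 the means are 1.61 and 1.53, and at a false discovery rate under 0.001 they are 1.60 and 1.46. The paper states its value of about 1.60 beside earlier values for human, pig and chicken (Table 2).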

The results of the three biological replicates were similar, which also showed the accuracy of m^6^A-seq results and the similarity between duplicate samples. Summary plots and heatmaps were generated by deepTools using normalized read coverages from m^6^A-seq in bovine skeletal myoblasts (Figure 2B). The Summary plots on top of the heatmap (Figure 2B, top panel) indicate that the enrichment intensity between and near TSS (transcription start site) and TES (transcription end site) in the genome region of the immunoprecipitation (IP) group is higher than that in the Input group, and peaks signal is most strongly enriched around the start and end of genes which is also visible in the heatmaps. Clustering of significantly enriched sequences found m^6^A consensus motif RRACH was highly enriched in GM and DM (Figure 2C), which was consistent with the general pattern of mammals.

**FIGURE 2:**
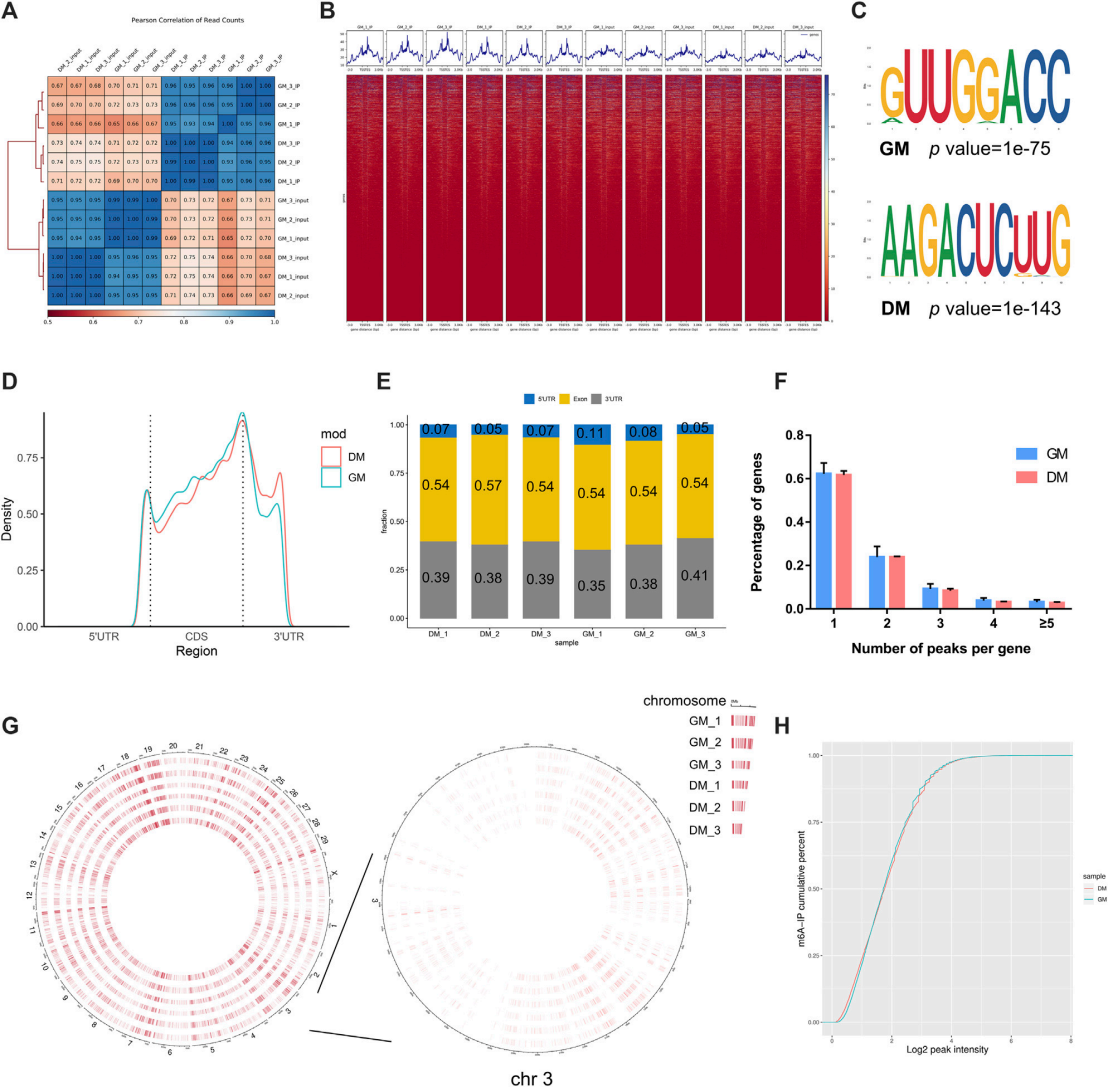
Overview of samples and m^6^A methylation of mRNAs in bovine skeletal myoblasts and myotubes. **(A)** Pearson correlation analysis showing the correlation between the groups, represented as values in modules. **(B)** Distribution of peaks on gene functional elements in all groups. **(C)** Sequence motifs identified within m^6^A peaks. **(D)** Metagene profiles of m^6^A peaks distribution across the 5′ UTR, CDS, and 3′ UTR in GM and DM. **(E)** Percentage of m^6^A peak in 5′ UTR, CDS, and 3′ UTR of mRNA. **(F)** Percentage of m^6^A-methylated genes with different number of m^6^A peaks. **(G)** Circos plot showing the global distribution of m^6^A, in cow genome (left) and chromosome 3 (right) of GM and DM. **(H)** Cumulative curves of m^6^A abundance in GM and DM.

**TABLE 1:** Summary of sequencing data and read-alignment statistics from m^6^A-seq in bovine skeletal myoblasts and myotubes.

Sample	Clean reads	Mapped reads	Unique mapped reads
GM_1_IP	46,785,592	44,867,383 (95.90%)	43,481,742 (92.94%)
GM_2_IP	59,442,772	56,964,008 (95.83%)	55,031,796 (92.58%)
GM_3_IP	60,051,264	57,439,034 (95.65%)	55,753,151 (92.84%)
DM_1_IP	58,665,632	56,084,344 (95.60%)	54,441,647 (92.80%)
DM_2_IP	64,336,082	61,415,224 (95.46%)	59,505,356 (92.49%)
DM_3_IP	58,332,182	55,858,897 (95.76%)	53,975,060 (92.53%)
GM_1_input	66,147,174	63,765,876 (96.40%)	61,849,114 (93.50%)
GM_2_input	65,318,384	62,862,413 (96.24%)	60,996,560 (93.38%)
GM_3_input	58,691,190	57,200,434 (97.46%)	55,404,787 (94.40%)
DM_1_input	66,324,558	64,096,053 (96.64%)	63,950,590 (96.42%)
DM_2_input	62,785,728	60,908,435 (97.01%)	59,142,357 (94.20%)
DM_3_input	63,610,464	61,061,585 (96.61%)	59,716,094 (93.88%)

**TABLE 2:** Number of m^6^A peaks detected in bovine skeletal myoblasts and myotubes.

Sample	Total transcripts	Total m^6^A transcripts	Total m^6^A peaks	m^6^A peaks per m^6^A transcript	m^6^A peaks per transcript
GM_1	23736	6,831	11138	1.63	0.63
GM_2	23885	8,094	13596	1.68	0.77
GM_3	23287	6,042	9,246	1.53	0.53
DM_1	23815	7,275	11682	1.61	0.66
DM_2	23447	5,691	9,128	1.60	0.53
DM_3	23912	7,361	11861	1.61	0.67

To investigate the modification position of m^6^A in transcripts, we then studied the metagene profiles of the m^6^A peak in the entire transcriptome of GM and DM (Figure 2D). Three distinct m^6^A peaks were observed in the start codon, stop codon and 3′UTR (untranslated region). Simultaneously, the peak near the stop codon is significantly higher than the other two peaks. Interestingly, the m^6^A density of DM in 3′UTR is higher than GM, while the density in CDS is lower than GM. 

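By the authors' annotation, the share of peaks in the 3′UTR was 2.61 percentage points higher in DM than in GM (Fisher exact p = 1.3e-07). In exons the share was 4.78 points lower in DM (Fisher exact p = 6.1e-23). The test counts peaks of 2 pooled lists as independent and so carries no culture-to-culture error (Fig. 2D).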

Further, to evaluate m^6^A enrichment systematically in mRNAs, we calculated the enrichment proportion of m^6^A peak in 5′UTR, CDS (coding sequence) and 3′UTR. 

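In the GM list 42.6% of peaks (8418, Wilson 95% interval 42.0 to 43.3%) are annotated to a 3′UTR, 41.3% (8147, 40.6 to 42.0%) to an exon and 16.1% (3174, 15.6 to 16.6%) to a 5′UTR. The DM list has 45.3% (9409, 44.6 to 45.9%), 36.5% (7587, 35.8 to 37.2%) and 18.2% (3794, 17.7 to 18.8%). The exon class of this annotation takes the place of the coding sequence in Fig. 2E.

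**Figure D1:**
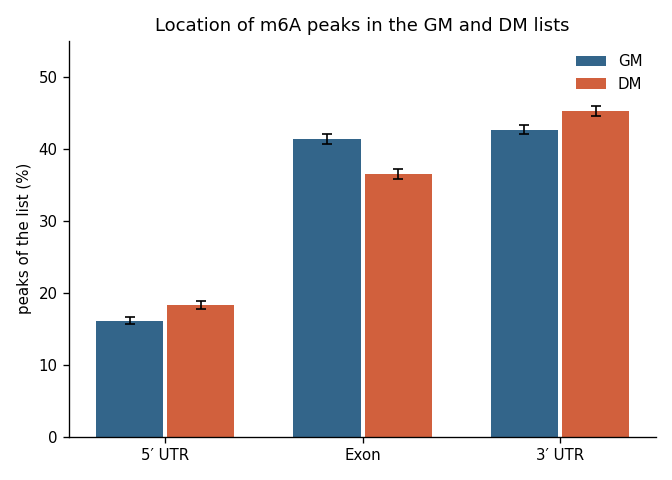
Share of m6A peaks annotated to the 5′UTR, exons and the 3′UTR in the pooled GM list (19739 peaks) and the pooled DM list (20790 peaks). Bars are percentages of the list's peaks, and the lines are Wilson 95% intervals that count peaks, not cultures.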

More than 50% of m^6^A peaks are in the CDS region, nearly 40% are in the 3′UTR, and just under 10% are in the 5′UTR (Figure 2E). Moreover, the distribution pattern of mRNA m^6^A modification was highly similar in myoblasts and myotubes, and coincided with the typical m^6^A peak distribution in mammals. 

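The 5′UTR share differs by 2.17 points, higher in DM (Fisher exact p = 7.4e-09). Among peaks with fold enrichment of at least 2, DM minus GM was 2.63 points in the 5′UTR, −4.40 in exons and 1.77 in the 3′UTR. Among peaks at the stricter false discovery rate of 0.001 it was 2.87, −6.47 and 3.59 points.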

To further determine the distribution of m^6^A modifications in the transcriptome, we analyzed the number of m^6^A peaks contained in each gene. 

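Genes with exactly 1 peak make up 52.5% of the genes with a GM peak and 55.5% of those with a DM peak. Those with 2 peaks make up 26.5% in both lists, and those with 3 peaks 12.0% in GM and 10.5% in DM. Peaks with fold enrichment of at least 2 put the share with 1 peak at 61.8% and 65.2%.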

There was only one m^6^A peak in more than 60% of the genes, and ∼23 and 9% of the genes with 2 and 3 peaks, respectively. 

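Genes with 4 peaks are 4.82% of the genes with a peak in GM and 4.19% in DM. Those with 5 or more are 4.13% and 3.27%.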

Only about 2–4% of the genes contain more than 4 peaks (Figure 2F). Furthermore, to investigate the abundance of m^6^A modification at the chromosome level and the difference between GM and DM, the circle diagram of m^6^A peaks was produced using OmicStudio online tools (https://www.omicstudio.cn/tool) (Figure 2G). The circular visualization of peaks on chromosomes suggested that m^6^A methylation is extensively modified in myoblasts and myotubes, but there is an inconspicuous difference in m^6^A abundance between GM and DM. 

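Peaks lie on each of the 29 autosomes in both lists, with the highest number on chromosome 18 in GM (1346) and on chromosome 19 in DM (1322). The ratio of DM to GM peak number runs from 0.955 on chromosome 29 (595 to 568) to 1.19 on chromosome 20 (288 to 344). It lies under 1 on chromosomes 13, 16, 18, 23, 25 and 29 (Fig. 2G).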

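Median fold enrichment was 3.27 in the GM list (quartiles 2.11 and 5.49) and 3.38 in the DM list (2.05 and 5.71). Over the pairs of exactly 1 GM and 1 DM peak the medians were 3.42 and 3.60.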

Cumulative curves also showed that there was no visible difference in m6A abundance between GM and DM (Figure 2H).

### Analysis of Differentially Methylated Peaks (DMPs) Between Bovine Skeletal Myoblasts (GM) and Myotubes (DM)

Correlation heatmap showed that the immunoprecipitated samples were obviously divided into two treatment groups, GM_IP and DM_IP, with weak intra-group differences and significant inter-group differences visible (Figure 3A). To investigate the difference in the abundance of methylated peaks between the two groups, firstly, we identified 7,140 common peaks in both DM and GM (Supplementary Table S4). 

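Of the GM peaks, 16830 (85.3%) overlap a DM peak, and 14824 DM peaks (71.3%) overlap a GM peak. Overlaps of exactly 1 GM peak with exactly 1 DM peak number 10239, and m6A changes were computed on these pairs. An overlap of at least 50% of both peaks leaves 9897 GM peaks, 9892 DM peaks and 9724 pairs.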

Then, 1,559 differentially methylated peaks (DMPs) were further screened, representing the annotated 1,437 differentially methylated genes (DMGs). 

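Fold enrichment differed by more than 1.5-fold between the lists in 2562 of the 10239 pairs, lying in 2364 genes. No p-value attaches to a pair, because each list gives 1 pooled value per peak. A change of more than 2-fold, the setting that moved the count most, leaves 549 higher and 480 lower pairs in 981 genes.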

The expression of 949 peaks augmented (correspond to 881 genes with up-regulated m^6^A abundance) and 610 peaks diminished (correspond to 571 genes with down-regulated m^6^A abundance) (Figure 3B, Supplementary Table S4). 

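Fold enrichment was higher in DM in 1458 pairs (1388 genes) and lower in 1104 pairs (1054 genes), so 56.9% of the changed pairs were higher. The median log2 ratio of all pairs was 0.07, and after subtracting it 1193 pairs were higher and 1317 lower, which reverses the majority to 47.5% higher. Among pairs with fold enrichment of at least 2 in both lists, the largest rises were in ALKBH8 (2.42 to 31.9, log2 ratio 3.72), GDF15 (3.39 to 33.0, 3.28) and ENSBTAG00000048435 (2.83 to 26.6, 3.23). The largest falls among these pairs were in TAP2 (50.1 to 3.73, −3.75), NOL12 (24.0 to 2.23, −3.43) and SPATS2L (66.4 to 6.79, −3.29). The paired peaks differ in extent in each of these 6 genes, least in SPATS2L, and in ALKBH8 and TAP2 also in annotation, so these ratios compare partly unlike stretches of RNA.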

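Annotated by the DM peak, 1346 of the changed pairs (52.5%) lie in a 3′UTR, 777 (30.3%) in an exon and 439 (17.1%) in a 5′UTR. All shared pairs divide as 50.3%, 31.4% and 18.4% (Fig. 3C).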

The analysis of DMPs enrichment sites showed that 44.39% of these DMPs were enriched in 3′UTR and about 41% in the exon region, while 14.33% of m^6^A modification occurs in 5′UTR (Figure 3C).

**FIGURE 3:**
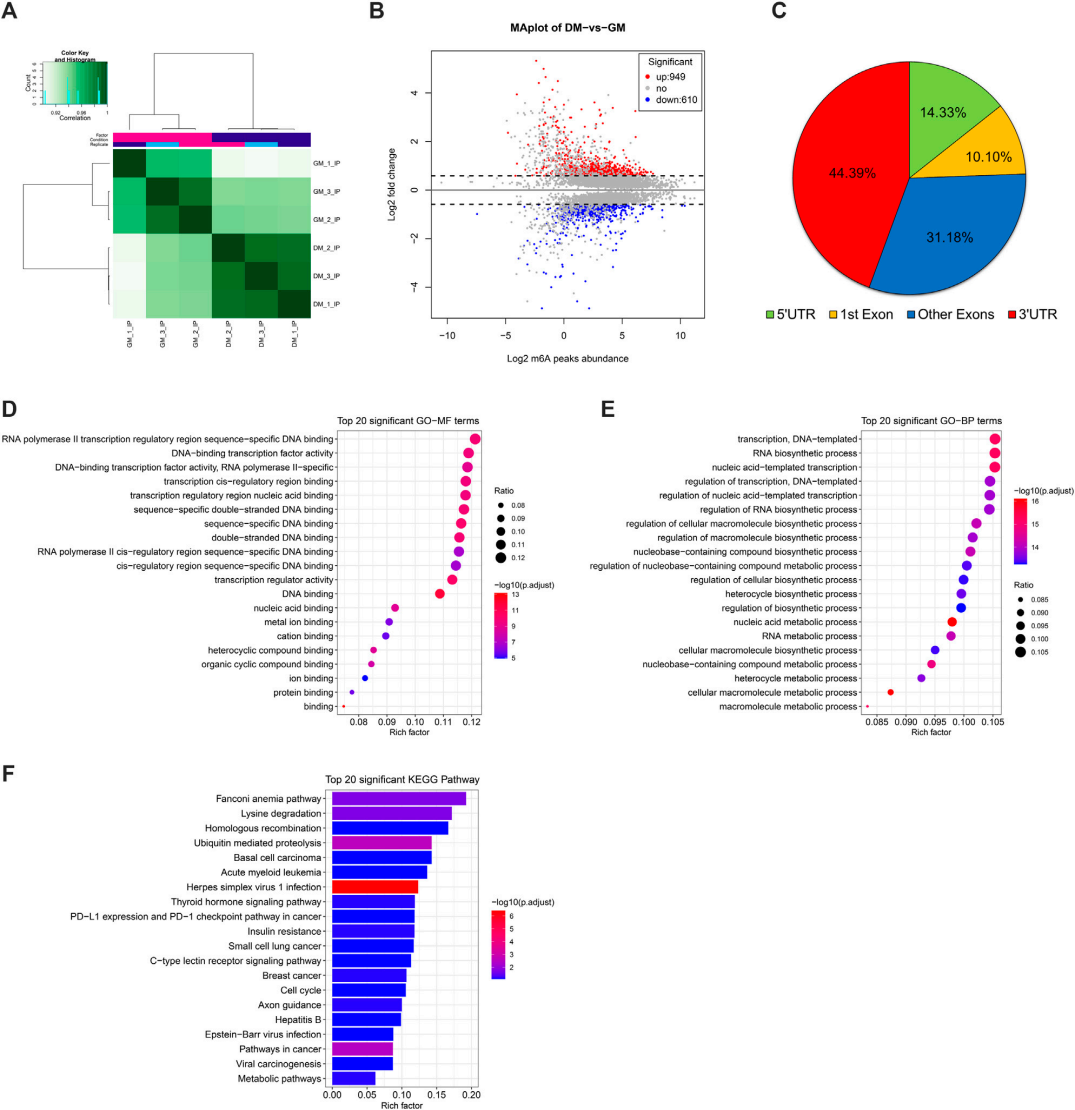
Analysis of differentially methylated peaks (DMPs) between bovine skeletal myoblasts and myotubes. **(A)** Correlation heatmap showing the correlation between GM_IP and DM_IP. **(B)** MA plot showing DMPs between DM_IP and GM_IP. **(C)** Pie chart showing the fraction of m^6^A peaks in 4 non-overlapping transcript segments (5′ UTRs, 1st exon, other exons, and 3′ UTRs). **(D)** Gene ontology (GO) enrichment analysis of molecular function for differentially methylated genes (DMGs). **(E)** GO analysis of biological process for DMGs. **(F)** KEGG analysis of DMGs.

Furthermore, to analyze the potential function of m^6^A modified genes in myoblast differentiation, we performed GO [terms of molecular function (MF) and biological process (BP)] and KEGG pathway enrichment analysis for DMGs. 

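Terms were tested with a hypergeometric test and Benjamini-Hochberg adjustment, on the GO and KEGG annotation of the authors' gene table and against the genes with a shared pair of peaks. Of the 2364 genes with a changed pair, 2108 carry GO terms, among 7105 such genes of the background. None of 1554 GO terms of at least 10 genes passed (0, 92 at unadjusted p under 0.05). DNA binding held 188 of 652 genes (0.97-fold, hypergeometric test, Benjamini-Hochberg adjusted p = 1) and protein binding 464 of 1536 (1.02-fold, adjusted p = 1). DNA-binding transcription factor activity held 113 of 342 (1.11-fold, adjusted p = 0.94).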

As shown in Figures 3D,E, DMPs were mainly clustered in GO-MFs related to transcriptional regulation, including DNA binding, protein binding, transcription regulator activity and cis-regulatory region sequence (Supplementary Table S5). Likewise, they were also enriched in the GO-BPs of transcriptional regulation. Moreover, they were mainly involved in nucleic acid metabolic-related and biosynthetic-related Biological Processes. 

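Regulation of transcription, DNA-templated, held 190 changed genes of 542 in the background, 1.18-fold the share of all genes (exact hypergeometric test p = 0.0028, Benjamini-Hochberg adjusted p = 0.43, Fig. 3E).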

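Nucleic acid binding held 192 of 624 genes (1.04-fold, hypergeometric test, Benjamini-Hochberg adjusted p = 1). The GO term with the lowest adjusted p was the G protein-coupled receptor signaling pathway, 45 of 91 genes (1.67-fold, adjusted p = 0.081).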

KEGG analysis indicated that DMGs enriched in disease-related signal pathways, but also participated in some signal pathways related to myogenesis, including ubiquitin mediated proteolysis, insulin resistance, cell cycle and metabolic pathways (Figure 3F, Supplementary Table S6). These results suggested that DMPs (representing DMGs) might play a role in gene transcription regulation and cell metabolism during bovine myoblast differentiation.

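For KEGG, 821 changed genes were tested among 2802, and 0 of 257 pathways passed (26 at unadjusted p under 0.05). By the hypergeometric test with Benjamini-Hochberg adjustment, cell adhesion molecules came first with 21 of 36 genes (1.99-fold, adjusted p = 0.060). Insulin resistance held 18 of 55 (1.12-fold, adjusted p = 0.91), cell cycle 18 of 59 (1.04-fold, adjusted p = 1) and ubiquitin mediated proteolysis 15 of 69 (0.74-fold, adjusted p = 1). The paper reasons from the terms of Fig. 3D–F to a possible role of the changed peaks in transcription regulation and cell metabolism.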

### Analysis of Differentially Expressed Genes (DEGs) Between Bovine Skeletal Myoblasts and Myotubes

m^6^A abundance has been reported to affect mRNA levels (Wang et al., 2014; Shen et al., 2016; Zhao et al., 2017; Zhou et al., 2019). 

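Expression was compared on the deposited FPKM of the 6 inputs, 3 per group, after log2(FPKM + 1). Genes with a mean of at least 0.5 FPKM over the libraries were kept, 12302 in all, and tested with limma with a variance trend. The addition of 1 pulls the log2 fold change of genes with low FPKM toward 0, so fold changes here understate theirs. The authors' own differential test ran edgeR on counts, which were not analysed here.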

To evaluate whether there is a potential correlation between m^6^A mRNA methylation and gene transcript levels during myoblast differentiation, RNA-seq analyses were simultaneously performed in all samples. The Volcano Plot of DEGs data were shown in Figure 4A. 

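At a limma p under 0.05 and a fold change over 1.5 on the log2(FPKM + 1) scale, 1461 genes differed between GM and DM, 603 higher and 858 lower in DM. With Benjamini-Hochberg adjustment the count was 1448 (602 and 846). The setting that moved the count most was a fold change over 2, with 507 genes (232 and 275). TPM gave 1762 genes and turned the share higher in DM from 41.3% to 55.1%, while the median log2 fold change of all genes went from −0.05 to 0.06. Leaving out 1 library gave 1480 to 1521 genes. For 6654 of the tested genes (54.1%) the 3 values of 1 group all lay above those of the other, where 10% would by chance. In the 9 other splits of the 6 libraries into 3 and 3, 12 to 38 genes met the same criteria (Fig. 4A). Each of these splits sets 2 libraries of a group with 1 of the other. That puts the difference between GM and DM into the spread, so low counts were bound to follow.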

2257 DEGs were identified using RNA-seq, of which 986 genes were up-regulated and 1,271 genes were down-regulated (*p* < 0.05, FC > 1.5) (Figure 4A, Supplementary Table S7). To determine the clustering pattern of genes under different experimental conditions, we took the top 50 up-regulated and top 50 down-regulated genes with the lowest *p*-value for differential gene cluster analysis (heat map) on Omicstudio tools at https://www.omicstudio.cn/tool. 

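The largest rises on this scale were in SLN (1.42 ± 0.131 to 47.7 ± 2.00 FPKM, mean ± SD, n = 3 per group, log2 fold change 4.33, limma Benjamini-Hochberg adjusted p = 2.4e-08), C1S (4.03 to 50.7, 3.36, adjusted p = 8.9e-08), ENSBTAG00000054894 (0.715 to 16.7, 3.28, adjusted p = 3.0e-05) and ENSBTAG00000050008 (6.07 to 57.6, 3.05, adjusted p = 2.4e-08). ENSBTAG00000054894 varied most between DM cultures (SD 7.63) and ranged from 2.95 to 3.56 as libraries were left out. ENSBTAG00000050008 lies just downstream of MEF2C on its strand, so reads of MEF2C may enter its value. The largest falls were in SPC24 (36.0 to 2.09, log2 fold change −3.57, limma Benjamini-Hochberg adjusted p = 3.3e-07), KIF20A (17.6 to 0.683, −3.47, adjusted p = 2.8e-07), MKI67 (17.8 to 0.895, −3.32, adjusted p = 2.9e-07) and TOP2A (19.5 to 1.14, −3.26, adjusted p = 3.7e-07), besides IGFBP5.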

The hierarchical clustering of DEGs data were displayed in Figure 4B. 

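Mean FPKM (± SD, n = 3 per group) rose from 7.79 ± 0.275 to 70.1 ± 1.64 for MEF2C, from 14.4 ± 0.591 to 50.0 ± 5.04 for MYL1, from 8.06 ± 0.526 to 34.2 ± 0.730 for MYOM2, from 13.1 ± 0.613 to 48.6 ± 4.87 for ACTN2 and from 0.520 ± 0.105 to 4.06 ± 0.0544 for MYH8. With limma and Benjamini-Hochberg adjustment the log2 fold changes were 3.02 (adjusted p = 2.4e-08), 1.73 (1.5e-06), 1.96 (2.6e-07), 1.81 (1.2e-06) and 1.74 (1.4e-06). Values fell from 16.9 ± 1.45 to 1.26 ± 0.260 for ID1, from 99.4 ± 9.10 to 7.63 ± 1.19 for IGFBP5, from 5.94 ± 0.108 to 0.509 ± 0.0646 for SOX8 and from 26.7 ± 2.50 to 5.69 ± 0.169 for PRC1. Their log2 fold changes, by limma with Benjamini-Hochberg adjustment, were −2.99 (adjusted p = 3.7e-07), −3.54 (2.6e-07), −2.20 (2.8e-07) and −2.04 (5.0e-07). MYH8 lies in a cluster of similar myosin genes on chromosome 19, whose reads may be shared among them (Fig. 4B).

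**Figure D2:**
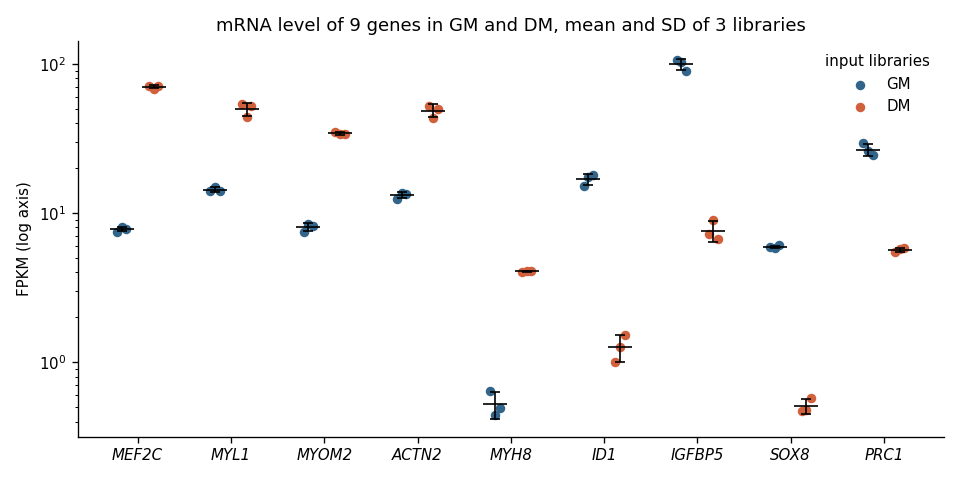
FPKM of MEF2C, MYL1, MYOM2, ACTN2, MYH8, ID1, IGFBP5, SOX8 and PRC1 in the GM and DM inputs, on a log axis. Each point is 1 library (n = 3 per group), and the black bar is the mean ± SD.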

We found that *MEF2C*, *MYL1*, *MYOM2*, *ACTN2*, *MYH8* and other genes related to myoblast differentiation and myotube formation were significantly up-regulated, while the expression of genes inhibiting muscle development was significantly decreased, including *ID1* (Jen et al., 1992), *IGFBP5* (Salih et al., 2004), *SOX8* (Schmidt et al., 2003) and *PRC1* (Bracken et al., 2006).

**FIGURE 4:**
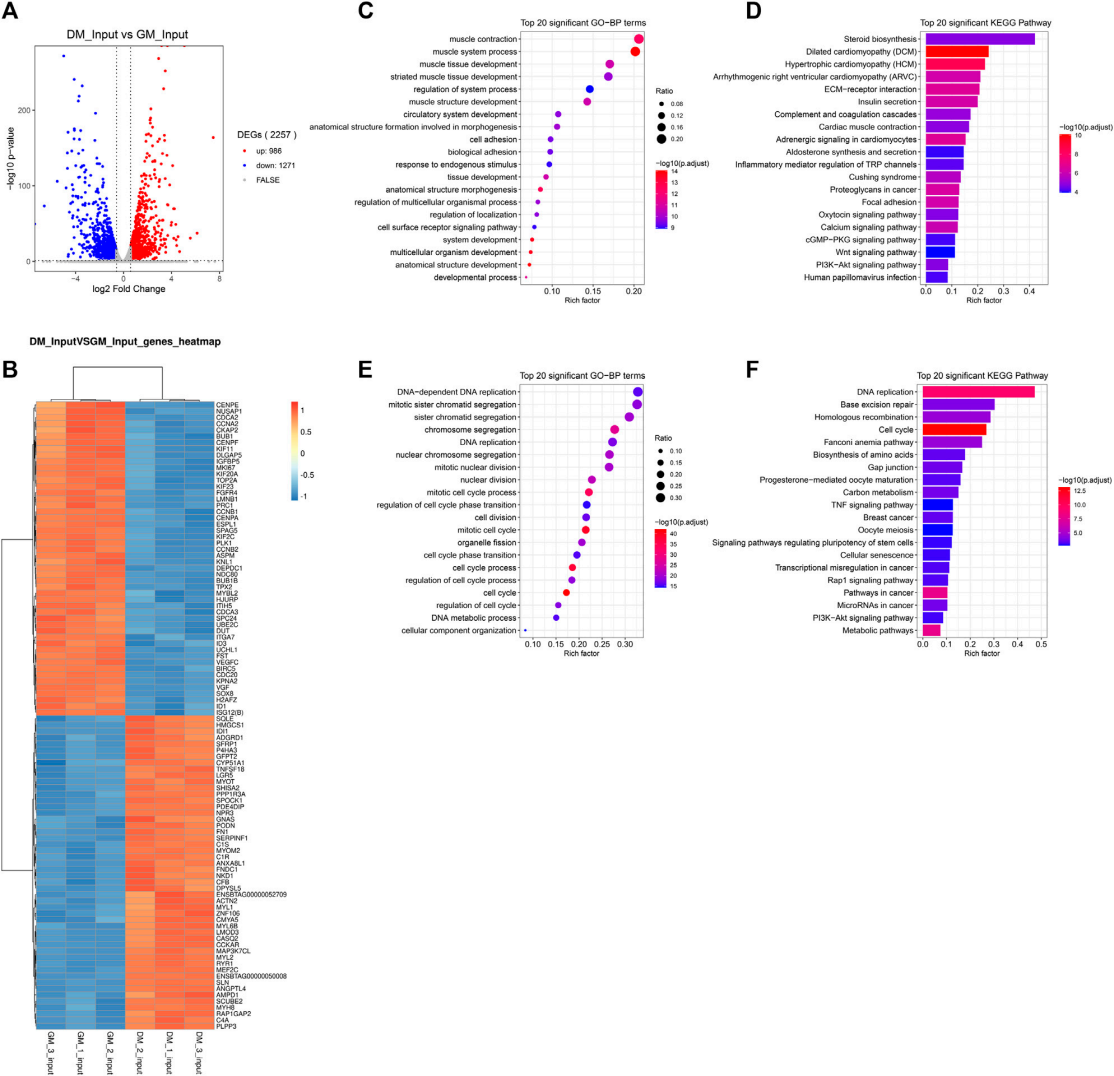
Analysis of differentially expressed genes (DEGs) between bovine skeletal myoblasts and myotubes. **(A)** The Volcano plot of DEGs. **(B)** Hierarchical clustering heatmap of DEGs. **(C)** GO analysis of biological process for up-regulated DEGs. **(D)** KEGG analysis of up-regulated DEGs. **(E)** GO analysis of biological process for down-regulated DEGs. **(F)** KEGG analysis of down-regulated DEGs.

To further reveal the role of DEGs in myoblast differentiation, we performed GO and KEGG analysis on up-regulated and down-regulated DEGs, respectively. The results indicated, on the one hand, that the up-regulated genes are mainly enriched in biological processes closely related to myogenesis, such as muscle contract, muscle tissue development and muscle structure development (Figure 4C, Supplementary Table S8). 

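Among the 603 genes higher in DM, 553 carry GO terms, of 11061 tested genes with terms, and 88 of 2266 GO terms passed the hypergeometric test with Benjamini-Hochberg adjustment. Muscle contraction held 15 of 32 genes (9.38-fold, adjusted p = 2.5e-09), sarcomere organization 12 of 30 (8.0-fold, 1.7e-06), Z disc 22 of 64 (6.88-fold, 1.3e-10) and skeletal muscle tissue development 7 of 32 (4.38-fold, 0.026). The lowest adjusted p was that of extracellular space, 79 of 390 (4.05-fold, 1.8e-24). In a list of muscle contraction genes, 36 of the 41 tested were higher in DM, with a median log2 fold change of 0.89 and a camera Benjamini-Hochberg adjusted p of 6.4e-18. Of its genes, 29 met both criteria, 36 had a limma Benjamini-Hochberg adjusted p under 0.05 over all genes and 38 did when adjusted over the list alone. Of the 8 lists tested, 4 passed camera (muscle contraction, S phase, G2/M and sterol synthesis), and all 4 hold under fry (Fig. 4C).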

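Of 293 KEGG pathways, 11 passed for the genes higher in DM (256 of 4449 with pathways). By the hypergeometric test with Benjamini-Hochberg adjustment these include dilated cardiomyopathy (13 of 52 genes, 4.34-fold, adjusted p = 3.9e-04), hypertrophic cardiomyopathy (11 of 50, 3.82-fold, 0.0039), arrhythmogenic right ventricular cardiomyopathy (9 of 46, 3.40-fold, 0.030) and the PI3K-Akt signaling pathway (25 of 214, 2.03-fold, 0.017). Insulin secretion held 8 of 44 (3.16-fold, adjusted p = 0.068), cardiac muscle contraction 7 of 45 (2.70-fold, 0.17), the Wnt signaling pathway 12 of 102 (2.04-fold, 0.17) and the calcium signaling pathway 11 of 92 (2.08-fold, 0.19). Steroid biosynthesis came first, with 8 of 13 genes (10.7-fold, adjusted p = 3.2e-05).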

The major signaling pathways involved include cardiomyopathy, insulin secret, cardiac muscle contract, calcium signaling pathway, Wnt signaling pathway, PI3K-Akt signaling pathway and cardiology pathway, which directly regulated muscle development (Figure 4D, Supplementary Table S9). On the other hand, the down-regulated genes were mainly clustered in cell cycle-related and cell division-related biological processes. Similarly, they were enriched in related signaling pathways of Cell cycle and Cell division, including DNA replication, cell cycle, and Rap1 signaling Pathway (Figures 4E,F, Supplementary Tables S8, 9). 

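For the 858 genes lower in DM, 761 with GO terms, 87 terms passed the hypergeometric test with Benjamini-Hochberg adjustment. Chromosome segregation held 27 of 54 genes (7.27-fold, adjusted p = 2.0e-14), cell division 35 of 124 (4.10-fold, 1.8e-10), cell cycle 37 of 155 (3.47-fold, 5.8e-09) and DNA replication 22 of 87 (3.68-fold, 8.8e-06). Keeping only genes above 0.5 FPKM in all 6 libraries, a filter added after the data were seen, left 58 terms. Of 42 S-phase genes tested, 41 were lower (median log2 fold change −0.71, camera Benjamini-Hochberg adjusted p = 1.7e-11). Of 53 G2/M genes, 52 were lower (−1.78, camera Benjamini-Hochberg adjusted p = 2.2e-25). In the S-phase list 25 genes met both criteria, 35 had a limma Benjamini-Hochberg adjusted p under 0.05 over all genes and 35 when adjusted over the list alone. In the G2/M list these counts were 48, 52 and 52 (Fig. 4E).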

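KEGG pathways past the hypergeometric test with Benjamini-Hochberg adjustment number 5 among the genes lower in DM (341 with pathways). Cell cycle held 28 of 113 genes (3.23-fold, adjusted p = 3.6e-06) and DNA replication 13 of 34 (4.99-fold, 7.8e-05). The Rap1 signaling pathway held 14 genes (1.38-fold, adjusted p = 0.98). With the filter on all 6 libraries, added after the data were seen, 3 pathways passed.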

Meanwhile, the TNF signaling pathway and PI3K-Akt signaling pathway involved in the regulation of myogenic differentiation were enriched. These data verified that RNA-seq results were consistent with the biological process of the samples (GM and DM).

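Among the genes lower in DM, the TNF signaling pathway held 9 of 88 genes (1.33-fold, hypergeometric test, Benjamini-Hochberg adjusted p = 1) and the PI3K-Akt signaling pathway 20 of 214 (1.22-fold, adjusted p = 1). The paper concludes from the terms of Fig. 4C–F that the RNA-seq data reflect the biology of the GM and DM samples.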

### Integrated Analysis of m^6^A-Seq and RNA-Seq Data

To demonstrate the potential regulation of m^6^A modification on gene expression in bovine myoblast differentiation, we analyzed genes with significant changes in both mRNA and m^6^A levels. 

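Of 6861 tested genes with a shared pair of peaks, 1845 changed in m6A and 762 in mRNA, and 244 changed in both, where 205 would under independence (odds ratio 1.32, Fisher exact p = 8.4e-04). They are 13.2% of the former and 32% of the latter. A change in m6A of more than 2-fold leaves 103 genes, where 76.3 would be expected. Genes with a peak in 1 list alone do not enter these counts. The same input libraries give the mRNA change and the denominator of fold enrichment. The 2 calls are thus not independent measurements, and the excess alone does not show a link.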

As shown in Figure 5A, the Venn diagram of DEGs and DMPs found that a total of 268 genes had significant changes at both levels, accounting for 18.4% of 1,438 DMGs and 11.9% of 2257 DEGs. This result implied that m^6^A modification may regulate the expression of these genes during the course of myogenic differentiation. Additionally, the overlapping results of DEGs and DMPs showed that there were 67 common genes in both “m^6^A_up” and “mRNA_up” (means hyper-up), 83 common genes in both “m^6^A_up” and “mRNA_down” (means hyper-down), 65 common genes in both “m^6^A_down” and “mRNA_up” (means hypo-up), and 46 common genes in both “m^6^A_down” and “mRNA_down” (means hypo-down) (Figure 5A, Supplementary Table S10). 

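By direction, 35 genes were higher in both m6A and mRNA in DM, 101 higher in m6A and lower in mRNA, 70 lower in m6A and higher in mRNA, and 29 lower in both. The shared input can itself favor the opposite directions. The paper proposes from the overlap of Fig. 5A that m6A modification may regulate the expression of such genes during differentiation.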

Intriguingly, m^6^A modification abundances of 15 genes exhibited both up-regulation and down-regulation, indicating that multiple peaks with m^6^A methylation modification within these genes had different significant changes in myoblast differentiation.

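In the shared pairs, 78 genes have 1 peak higher and another lower in DM by more than 1.5-fold. Among the tested genes there are 46, of which 9 also changed in mRNA. At more than 2-fold the count is 18 genes.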

**FIGURE 5:**
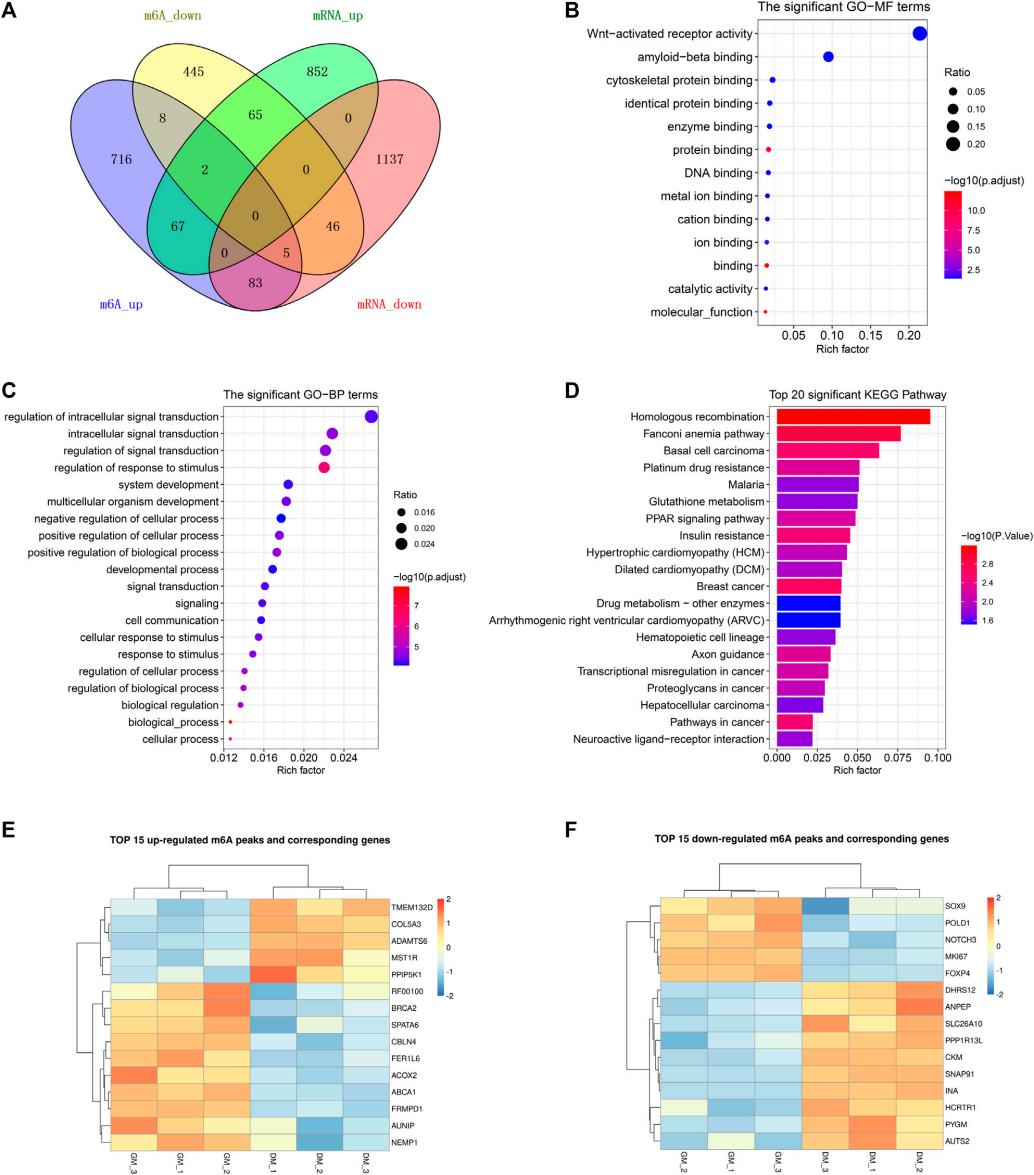
Conjoint analysis of m^6^A-seq and RNA-seq data. **(A)** Venn diagram showing the overlapping genes between DMPs and DEGs. **(B)** GO analysis of molecular function for common genes between DMGs and DEGs. **(C)** GO analysis of biological process for common genes between DMGs and DEGs. **(D)** KEGG analysis of common genes between DMGs and DEGs. **(E)** Heatmap of 15 genes mRNA expression in Table 3. **(F)** Heatmap of 15 genes mRNA expression in Table 4.

Likewise, GO and KEGG analyses were performed to predict the role of the genes with significant changes in both m^6^A and mRNA levels during myoblast differentiation. 

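For the 244 genes changed in both, 233 with GO terms among 6454, 11 of 1461 terms passed the hypergeometric test with Benjamini-Hochberg adjustment (113 at unadjusted p under 0.05). All 244 are changed in mRNA by definition and the background is not, so terms of changed mRNA alone can pass. Growth factor activity held 9 of 38 genes (6.56-fold, adjusted p = 0.0024). Protein binding held 52 of 1386 (1.04-fold, adjusted p = 1), enzyme binding 7 of 135 (1.44-fold, 1), DNA binding 27 of 602 (1.24-fold, 0.98) and metal ion binding 24 of 805 (0.83-fold).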

GO-MF analysis showed that these genes were predominantly concentrated in binding-related pathways, including protein binding, enzyme binding, DNA binding, ion binding (Figure 5B, Supplementary Table S11). This result was similar to our results in DMPs (Figure 3D), suggesting that m^6^A modification may participate in the regulation of transcripts. Meanwhile, the results of the GO-BP analysis revealed that the genes were enriched in signal transduction, cellular process, biological process and developmental process (Figure 5C, Supplementary Table S11). 

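Signal transduction held 16 of 253 genes (1.75-fold, hypergeometric test, Benjamini-Hochberg adjusted p = 0.45). The fibroblast growth factor receptor signaling pathway held 6 of 17 (9.78-fold, adjusted p = 0.0045), and extracellular space, a cellular component, 31 of 226 (3.80-fold, 1.1e-07).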

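Of 250 KEGG pathways, 1 passed the hypergeometric test with Benjamini-Hochberg adjustment for the 105 genes with pathways (15 at unadjusted p under 0.05): PI3K-Akt signaling, with 16 of 142 genes (2.77-fold, adjusted p = 0.035). That pathway was 2.03-fold among all genes higher in DM, 1.22-fold among those lower and 1.01-fold among genes changed in m6A. Its place here may thus reflect the mRNA change alone. Dilated cardiomyopathy held 6 of 37 (3.98-fold, adjusted p = 0.27), hypertrophic cardiomyopathy 5 of 35 (3.51-fold, 0.39) and insulin resistance 1 of 49 (0.50-fold, 1).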

KEGG analysis indicated that these genes were involved in signaling pathways related to muscle development such as cardiomyopathy and insulin resistance, besides being enriched in disease and cancer-related pathways (Figure 5D, Supplementary Table S12). 

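At the intervals given in Table 3, 4 of the 15 peaks form a shared pair and 11 overlap a peak of the DM list alone, as for ABCA1 (fold enrichment 12.2) and CBLN4 (5.02). The DM peaks of ADAMTS6 and NEMP1 reach beyond the given interval and overlap a GM peak there (2.03 to 3.13 and 2.07 to 3.55). In 3 of the 4 pairs fold enrichment is higher in DM, and in PPIP5K1 it is lower (13.1 to 8.52). PPIP5K1 mRNA is low (0.632 FPKM in GM, 0.951 in DM), and its paired peaks cover 211 and 451 nucleotides. The same 13.1 stands at GM peaks of FER1L6 and SOX9, other genes of low FPKM. The PPIP5K1 direction thus rests on little input and unlike lengths. In Table 4, 9 peaks form a pair and are all lower in DM, as for AUTS2 (22.3 to 2.48), and 6 overlap a peak of the GM list alone, as for NOTCH3 (6.81). The mRNA directions of the 30 genes are those of the tables. A limma Benjamini-Hochberg adjusted p under 0.05 holds for 14 genes of Table 3 and 15 of Table 4, and a fold change over 1.5 on the log2(FPKM + 1) scale for 5 and 8. The exception is PPIP5K1 (limma Benjamini-Hochberg adjusted p = 0.054), which passed under 6 of the alternatives (0.028 to 0.050). As single libraries were left out, the limma Benjamini-Hochberg adjusted p rose to 0.098 for MST1R and 0.064 for RF00100 (without DM replicate 1), to 0.082 for AUNIP (without DM replicate 2), and to 0.081 for SOX9 and 0.051 for SLC26A10 (without DM replicate 3). RF00100 names a repeated small-RNA family, whose reads may come from several copies.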

As shown in Tables 3, 4, in view of the results of differential integration analysis, we listed top 15 genes with the highest up-regulated and down-regulated of m^6^A level (with significant mRNA expression level (*p* < 0.05, FC > 1.5 and FPKM >0.5) in all three biological replications of GM and DM), and Heatmaps showed differences in their mRNA expression (Figures 5E,F). 

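In the supplementary list, the peaks of the 30 genes of Tables 3 and 4 are annotated to an exon for 13, to a 3′UTR for 11 and to a 5′UTR for 6. The paper proposes from the 24 genes outside the 5′UTR that m6A may influence differentiation through the expression of these genes.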

Strikingly, we found that m^6^A-modified peaks of 24 of the 30 genes were enriched in 3′UTR and exons, which supported the results of the m^6^A-enriched region in this study and suggested that m^6^A may influence bovine myoblast differentiation by mediating the expression of these genes.

**TABLE 3:** Top 15 up-regulated m^6^A methylated genes between DMGs and DEGs.

Chromosome	Peak start	Peak end	Gene name	Peak annotation	log2 (fc) for m^6^A abundance	log2 (fc) for mRNA expression^a^
chr7	14587172	14587262	COL5A3	5′ UTR	2.98	1.69
chr23	25224255	25224585	RF00100	Exon	1.64	−1.54
chr8	94603892	94604732	ABCA1	Exon	1.62	−1.72
chr22	42867116	42867384	ACOX2	3′ UTR	1.51	−0.66
chr22	50369911	50370240	MST1R	3′ UTR	1.51	0.62
chr21	55277905	55278235	PPIP5K1	3′ UTR	1.46	0.59
chr13	83257828	83257947	CBLN4	5′ UTR	1.4	−1.98
chr2	127225518	127236830	AUNIP	5′ UTR	1.28	−0.70
chr8	61859199	61859528	FRMPD1	Exon	1.27	−0.67
chr14	15865318	15876727	FER1L6	Exon	1.23	−1.04
chr12	28651758	28652567	BRCA2	Exon	1.17	−0.73
chr17	47429797	47430186	TMEM132D	Exon	1.12	0.70
chr3	97926995	97942749	SPATA6	Exon	1.11	−0.60
chr5	56372089	56372269	NEMP1	3′ UTR	1.1	−0.82
chr20	14055062	14055122	ADAMTS6	5′ UTR	1.09	0.95

a FPKM >0.5 in all GM_Input and DM_Input groups.

**TABLE 4:** Top 15 down-regulated m^6^A methylated genes between DMGs and DEGs.

Chromosome	Peak start	Peak end	Gene name	Peak annotation	log2 (fc) for m^6^A abundance	log2 (fc) for mRNA expression^a^
chr7	7950177	7950476	NOTCH3	3′ UTR	−1.88	−1.31
chr2	122099045	122100956	HCRTR1	Exon	−1.51	0.93
chr12	21205865	21205984	DHRS12	3′ UTR	−1.34	0.82
chr19	58920321	58921246	SOX9	Exon	−1.25	−0.69
chr29	42985611	42985940	PYGM	3′ UTR	−1.24	0.72
chr18	53013557	53013736	PPP1R13L	Exon	−1.23	0.96
chr25	29814345	29814912	AUTS2	Exon	−1.22	0.93
chr18	52956472	52956740	CKM	3′ UTR	−1.14	2.06
chr5	55863909	55864803	SLC26A10	3′ UTR	−1.14	0.60
chr9	23517788	23518217	SNAP91	Exon	−1.11	1.24
chr21	21212454	21212842	ANPEP	5′ UTR	−1.11	0.87
chr26	47527428	47528297	MKI67	Exon	−1.07	−4.32
chr26	23899763	23900120	INA	3′ UTR	−1.07	0.74
chr23	15366336	15396428	FOXP4	5′ UTR	−1.07	−0.94
chr18	56572211	56572271	POLD1	3′ UTR	−1.06	−0.72

a FPKM >0.5 in all GM_Input and DM_Input groups.

Finally, to determine whether m^6^A modification could regulate gene expression in bovine skeletal myoblasts, we analyzed the correlation between mRNA level and m^6^A peaks abundance in bovine myoblasts (GM) and myotubes (DM). 

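Across genes, not replicates, the Pearson r of log2 fold enrichment of a gene's highest peak with its log2(mean FPKM + 1) was −0.366 in GM (10501 genes) and −0.381 in DM (11665 genes). Spearman rho was −0.382 and −0.394. The setting that moved r most was keeping genes with at least 0.5 FPKM, with −0.224 in GM (8719 genes) and −0.245 in DM (9676 genes). Fold enrichment is a ratio to input, which sets it apart from the amount of RNA pulled down (Fig. 6A,B).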

Our results revealed that mRNA expression was strongly positively correlated with the abundance of m^6^A peaks in each of GM and DM (Figures 6A,B). However, there was no striking correlation between the change of m^6^A level and the differential expression of mRNA during myoblast differentiation (Figure 6C). These data suggested that the higher the expression level of the genes, the higher the abundance of m^6^A methylation modification. However, there was no significant positive or negative correlation between the changes of mRNA m^6^A methylation and differential expression during bovine skeletal myoblast differentiation.

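Over 9083 shared pairs in 6861 tested genes, the log2 ratio of fold enrichment and the log2 fold change of mRNA had a Pearson r of −0.118 (p = 1e-05 from 100000 permutations, the smallest they can give) and a Spearman rho of −0.0967. The coefficient is across peaks of genes, not replicates. A pseudocount of 0.1 in place of 1, which moved it most, gave −0.140.

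**Figure D3:**
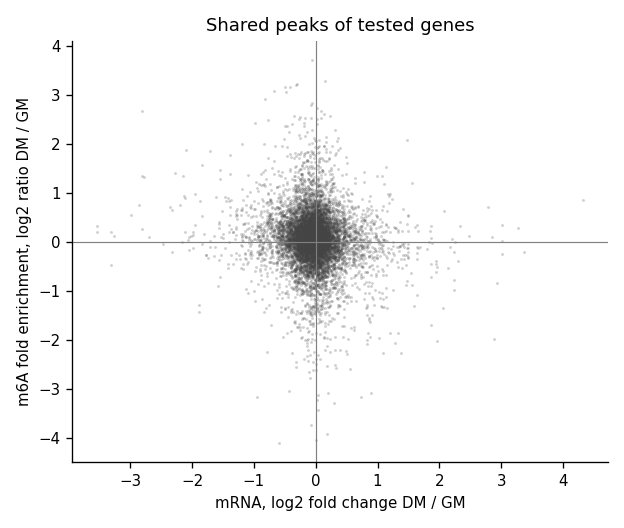
Change in m6A fold enrichment from GM to DM (log2 ratio) against change in mRNA (log2 fold change of FPKM + 1) for 9083 shared pairs of peaks. Each point is 1 pair. Both axes compare group values, so the spread is across genes and not between cultures.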

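With the pairs divided into 3 groups of equal size by mean FPKM of their gene, r was −0.160 in the lowest (3028 pairs), −0.0734 in the middle (3027) and −0.101 in the highest (3028). The paper reasons from Fig. 6 that m6A abundance rises with expression and that changes in the 2 are not correlated.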

**FIGURE 6:**
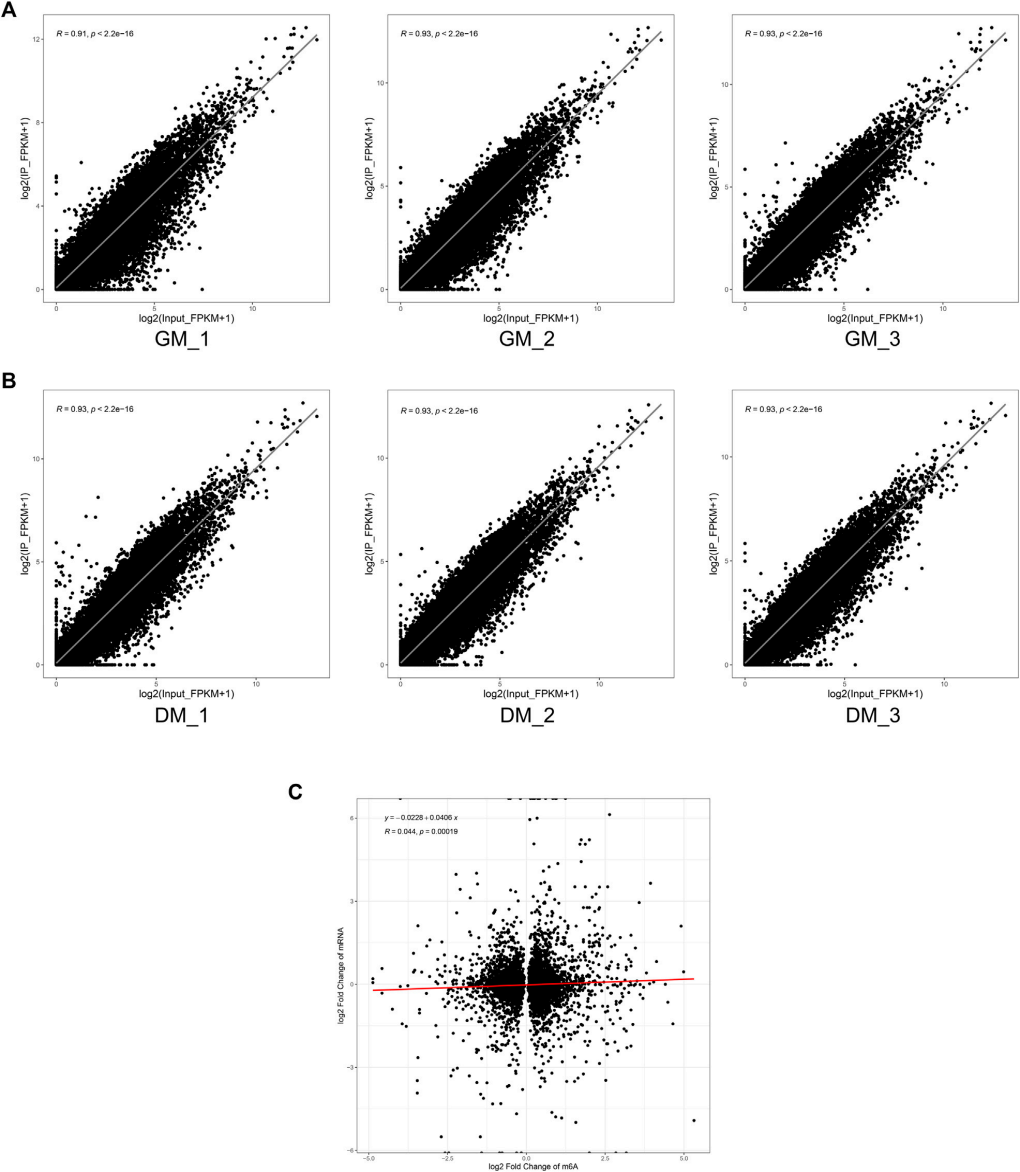
Correlation analysis of m^6^A peak enrichment and mRNA abundance in bovine myoblasts and myotubes. **(A)** Scatter plots of m^6^A peak enrichment and mRNA abundance in three biological replicates of GM showing the same tendency. **(B)** Scatter plots of m^6^A peak enrichment and mRNA abundance in three biological replicates of DM showing the same tendency. **(C)** Scatter plots showing a weak correlation between the fold changes in m^6^A methylation and mRNA expression levels for genes.

### Validation of m^6^A and mRNA Levels of 4 Specific Myogenesis-Related Genes in Bovine Myoblast Differentiation

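In the pooled lists, MYOZ2 has a peak in DM alone (fold enrichment 1.24). TWIST1 has 1 peak in GM (3.97) and 2 in DM (3.26 and 1.96), so that no shared pair exists. For KLF5 the 5′UTR peak fell from 2.69 to 1.46 (log2 ratio −0.88) and an exon peak from 4.78 to 3.43 (−0.48). The MYOD1 peak rose from 3.12 to 4.57 (log2 ratio 0.55).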

In the m^6^A-seq and RNA-seq analysis, we found that transcripts of several well-known myogenesis-related genes, including *MYOZ2*, *TWIST1*, *KLF5* and *MYOD1*, exhibited differential both m^6^A and mRNA levels in bovine myoblast differentiation. MYOZ2 is a muscle-specific protein in the Z-band of the sarcomere, which plays an important role in maintaining muscle fiber structure and myotube formation (Takada et al., 2001). TWIST1 is a transcription factor that inhibits skeletal myocyte differentiation (Spicer et al., 1996), while KLF5 and MYOD1 are key transcription factors that promote myogenesis (Hayashi et al., 2016).

We generated the mRNA m^6^A peaks of these four genes by using IGV software (Figure 7A). In all three biological replicates of GM and DM, m^6^A-modified peaks of *MYOZ2* and *TWIST1* were observed to be enriched near the start codon in mRNA, while m^6^A-modified peaks of KLF5 and MYOD1 were enriched within CDS and 3′UTR, respectively (Figure 7A). 

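The DM peak of MYOZ2 spans 6119533 to 6135997 on chromosome 6, with 269 bases of exon, and is annotated to the 5′UTR. In TWIST1, on chromosome 4, the GM peak covers 27818299 to 27819874 (5′UTR) and the DM peaks cover 27817940 to 27819605 (3′UTR) and 27819664 to 27819874 (5′UTR). The KLF5 peaks of chromosome 12 include 1 at the 5′UTR (47799472 to 47799801 in GM, 47799502 to 47799651 in DM). The MYOD1 peak of chromosome 15 is annotated to the 3′UTR and runs from 34794122 to 34794982 in GM and to 34795012 in DM.

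**Figure D4:**
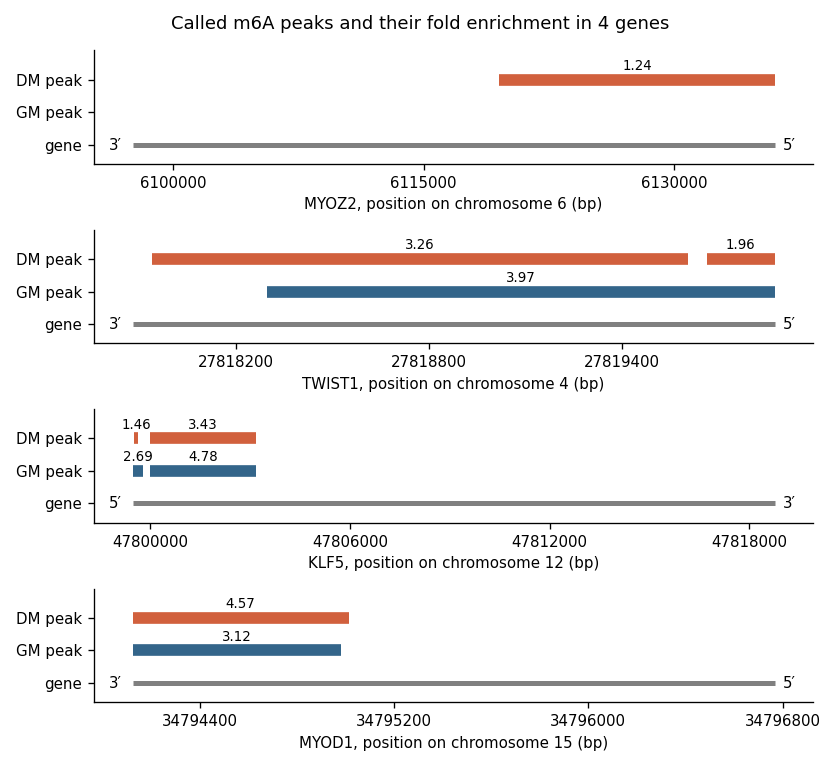
Called m6A peaks of MYOZ2, TWIST1, KLF5 and MYOD1 in the pooled GM and DM lists, drawn along each gene with its 5′ and 3′ ends marked. The number at each peak is the authors' fold enrichment, and no read coverage is drawn.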

We performed m^6^A-IP-qPCR to verify the results of m^6^A-seq and indicated that the mRNAs of *MYOZ2* and *TWIST1* displayed higher levels of m^6^A enrichment in DM compared with GM, and the mRNAs of *KLF5* and *MYOD1* exhibited lower levels of m^6^A enrichment in DM (Figure 7B). Additionally, RNA-seq and RT-qPCR revealed and verified the transcript levels of *MYOZ2* and *KLF5* were enhanced significantly in DM compared with GM, and *TWIST1* and *MYOD1* were diminished significantly in DM (Figure 7C). These results confirmed the accuracy of the m^6^A-seq and RNA-seq data. 

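Mean FPKM (± SD, n = 3 per group) went from 37.2 ± 6.93 to 145 ± 15.0 for MYOZ2, from 51.6 ± 7.47 to 20.1 ± 0.801 for TWIST1, from 10.9 ± 0.487 to 31.8 ± 2.88 for KLF5 and from 61.6 ± 3.94 to 24.8 ± 1.17 for MYOD1. With limma and Benjamini-Hochberg adjustment the log2 fold changes were 1.95 (adjusted p = 9.8e-06), −1.30 (2.5e-05), 1.46 (2.6e-06) and −1.28 (2.2e-06). As libraries were left out they ranged over 1.86 to 2.09, −1.43 to −1.23, 1.39 to 1.52 and −1.32 to −1.23. The paper concludes from Fig. 7 that the sequencing data are accurate and proposes these genes as candidate targets of m6A.

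**Figure D5:**
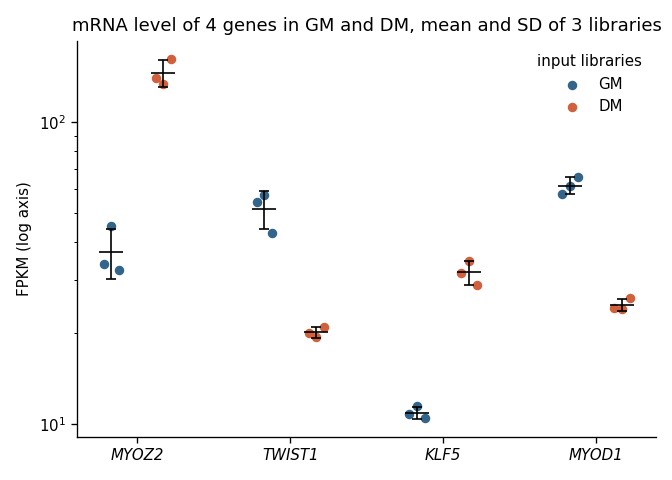
FPKM of MYOZ2, TWIST1, KLF5 and MYOD1 in the GM and DM inputs, on a log axis. Each point is 1 library (n = 3 per group), and the black bar is the mean ± SD.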

What’s more, these data provided possible mechanisms for m^6^A methylation to regulate myoblast differentiation, and these four genes may also be considered as downstream candidate targets for m^6^A modification during myoblast differentiation.

**FIGURE 7:**
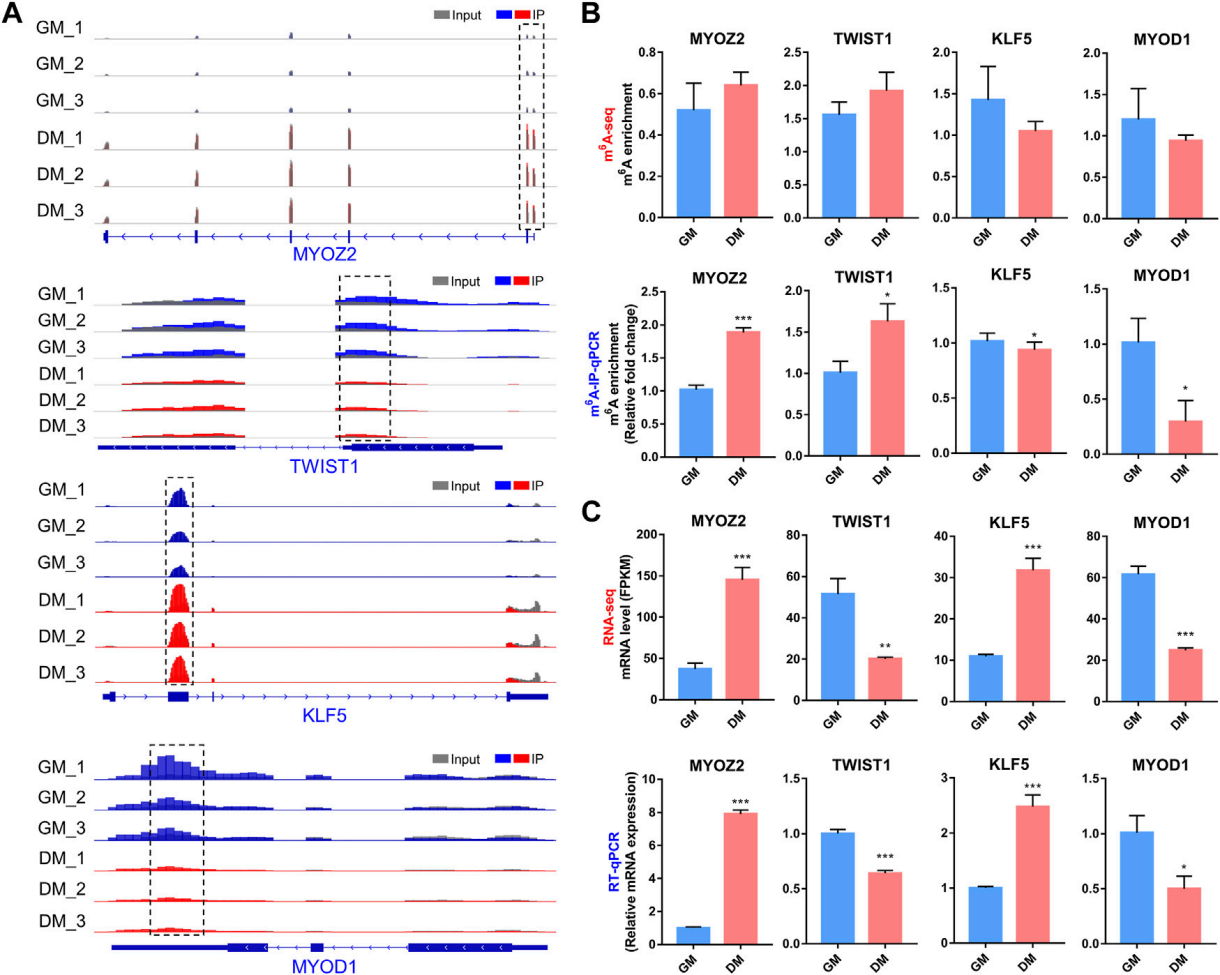
Changes in m^6^A and mRNA levels in transcripts of 4 myogenesis-related genes during bovine myoblast differentiation. **(A)** IGV tracks displaying the distribution of m^6^A peaks in MYOZ2, TWIST1, KLF5 and MYOD1 transcripts in all six groups. **(B)** Validations of the m^6^A enrichment by m^6^A-IP-qPCR. **(C)** mRNA expression levels of *MYOZ2*, *TWIST1*, *KLF5* and *MYOD1* were revealed and verified by RNA-seq and RT-qPCR, respectively. Data were presented as the means ± SD. *p < 0.05, ***p < 0.001, **p < 0.01; using Student’s *t* test.

## Discussion

The discovery of the first m^6^A demethylase FTO (Jia et al., 2011) and the development of m^6^A-specific high-throughput sequencing technology (Dominissini et al., 2012; Meyer et al., 2012) provided theoretical basis and technical support for the study of m^6^A in plants and animals, respectively. Related studies in farm animals have also been uncovered in recent years. However, as far as we know, the research on m^6^A modification in cattle has not been reported, and the enrichment pattern and potential role of m^6^A methylation in beef cattle muscle development were still unclear. In the present study, we identified transcriptome-wide *N* ^6^-methyladenosine profiling of bovine skeletal myoblast differentiation by performing m^6^A-seq and RNA-seq. Bioinformatics analysis suggested the potential role of m^6^A modification in regulating myoblast differentiation. Further experiments verified the accuracy of the sequencing results, and screened some myogenesis-related genes with obvious m^6^A methylation modification.

First of all, we verified that the bovine skeletal muscle myoblasts isolated in this study could carry out normal myoblast differentiation by observing myotube formation and using RT-qPCR. The results of RNA-seq later indicated that DEGs were mainly involved in the process of muscle growth and development, which also proved the reliability of sequencing. Our results showed that m^6^A methylation occurred in 24.3–33.9% transcripts during bovine skeletal myoblast differentiation, and these transcripts with m^6^A modification contained more than one m^6^A peak on average. 

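Genes with at least 1 peak are 57.0% of the genes of the deposited table in GM and 63.3% in DM, with pooled lists and genes in place of transcripts.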

The results suggest that m^6^A is widely modified in bovine myoblasts and may play an important role in skeletal myogenesis. Similar to other mammals, m^6^A peaks in myoblasts and myotubes were also mainly enriched in motif RRACH. This result was consistent with the findings in pigs (Tao et al., 2017; Jiang et al., 2019), chickens (Cheng et al., 2021) and geese (Xu et al., 2021), but different from the results in plants (Wei et al., 2018; Zhou et al., 2019), suggesting that m^6^A modification in mammals may be similar to birds, but different from plants. Exploring the sequence and location of motifs could provide a reference for subsequent molecular mechanism studies. The motifs are catalyzed by m^6^A methylases and recognized and bound by m^6^A reader proteins. Many studies have shown that m^6^A modification is reduced after specific mutation of m^6^A motif (Guo et al., 2020; Ye et al., 2020), which would provide support for subsequent investigations into the potential role of m^6^A modification. In our study, four genes were selected for m^6^A-IP-qPCR validation, and the primers used were also designed in view of m^6^A motif positions.

The distribution of m^6^A peaks in bovine myoblasts is similar to that in humans, mice and pigs, mainly abundant near the stop codon, CDS and 3′UTR (Dominissini et al., 2012; Tao et al., 2017; Gheller et al., 2020; Zhang et al., 2020), but is inconsistent with the result that m^6^A peaks were mainly distributed near the start codon in chicken fat and goose muscle (Cheng et al., 2021; Xu et al., 2021). The results demonstrated a difference in the distribution of m^6^A methylation in mammals and birds. Previous studies have shown that m^6^A modification in different regions of mRNA may have different mechanisms. m^6^A within the 5′UTR regulated cap-independent translation in stress response, and CDS and 3′UTR m^6^A was recognized by YTHDF2 or IGF2BPs to degrade and stabilize the target mRNAs, respectively (Shi et al., 2019). Besides, YTHDF1 was more inclined to bind to the m^6^A site of 3′UTR to promote translation (Shi et al., 2019). Our results revealed that among the TOP15 genes with the highest up-regulated or down-regulated m^6^A level, a total of 24 genes had m^6^A peaks distribution in the 3′UTR and CDS regions, and m^6^A modification occurred in 5′UTR of the only six genes. 

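For CKM, mean FPKM rose from 10.2 ± 1.41 to 42.5 ± 2.55 (SD, n = 3 per group, log2 fold change 1.97, limma Benjamini-Hochberg adjusted p = 1.8e-06). The fold enrichment of its 3′UTR peak on chromosome 18 fell from 8.17 in GM (52956472 to 52956770) to 2.01 in DM (52956472 to 52956711), a log2 ratio of −2.02. Input is the denominator of fold enrichment, and CKM mRNA in the inputs rose by about as much (1.97). The fall thus does not show that less m6A RNA of CKM was pulled down. The paper proposes that YTHDF1 or IGF2BPs may bind this site.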

As shown in Table 4, *CKM* mRNA was upregulated in the bovine myoblast differentiation, while the mRNA m^6^A abundance was diminished. It is reasonable to speculate that YTHDF1 or IGF2BPs may recognize the m^6^A site in 3′UTR of *CKM* mRNA and promote its mRNA translation or stabilization. CKM is a terminal differentiation gene for myogenesis (Millay et al., 2013), suggesting that m^6^A may influence myoblast differentiation by mediating the m^6^A level of CKM. Subsequent experiments will be conducted to verify the molecular mechanism.

GO analysis revealed that DMGs were commonly enriched in DNA binding, protein binding and transcription-related terms of Molecular Function, and Biological Process enrichment analysis demonstrated that DMGs were mainly associated with transcriptional regulation, nucleic acid metabolism and RNA metabolism. These results are consistent with previous results of m^6^A modification in C2C12 myoblast differentiation (Gheller et al., 2020) and porcine skeletal muscle development (Tao et al., 2017; Zhang et al., 2020), suggesting that m^6^A modification may be involved in gene transcription regulation and RNA metabolism during myoblast differentiation. KEGG analysis in this study showed that DMGs were involved in insulin resistance and metabolic pathways, among which STAT3, JAK2, IGF2, CKM, PIK3CA and other genes that regulate skeletal muscle development were scanned, implying a new potential mechanism of myogenesis-related genes regulating the bovine myoblast differentiation. The previous study has found that the m^6^A level of both C2C12 and primary mouse myoblasts on the third day of differentiation was significantly lower than that in the proliferation phase (Gheller et al., 2020). In our study, there was no significant difference in the m^6^A abundance of GM and DM, which may be related to the interference of some genes with low abundance on the sequencing results. Subsequent experiments, such as LC-MS/MS or dot blot, are required to determine the changes of m^6^A level during bovine myoblast differentiation.

The associated analyses of m^6^A-seq and RNA-seq revealed that there was a strong positive correlation between mRNA m^6^A abundance and expression level in each GM and DM group. The higher the gene expression level, the higher the m^6^A abundance. The result is contrary to the idea that m^6^A and mRNA expression in chicken adipose tissue was negatively correlated (Cheng et al., 2021). We speculate that it may be attributed to differences in species and cell types. Notably, integrated analysis for differential expression showed that there was no marked correlation between fold changes of mRNA expression and fold change of m^6^A level during bovine myoblast differentiation. Inconsistent with our findings, changes in m^6^A methylation were negatively correlated with gene expression during goose embryonic muscle development (Xu et al., 2021). We analyzed the m^6^A-seq data of chicken fat deposition and found that there was a positive correlation between differential m^6^A abundance and differential gene expression level (Cheng et al., 2021). In addition, the two modules with positive or negative correlation with body traits were screened by WGCNA during porcine embryonic muscle development, and the combined analysis displayed that there was either a significant positive or negative correlation between m^6^A methylation changes and gene expression multiples in the individual module (Zhang et al., 2020). These results suggest that the association between mRNA m^6^A methylation abundance and gene expression level may be conservative in species, but also related to the differences between tissue level *in vivo* and cellular level *in vitro*.

Finally, the m^6^A level and mRNA relative expression of four well-known myogenesis-related genes were verified by m^6^A-IP-qPCR and RT-qPCR. The differentially expressed m^6^A peaks in *TWIST1* mRNA were enriched near 5 ′UTR, and the m^6^A level was up-regulated while the mRNA level was down-regulated, suggesting that m^6^A may inhibit *TWIST1* mRNA expression *via* promoting m^6^A methylation of *TWIST1* mRNA to promote myoblast differentiation due to TWIST1 inhibited skeletal muscle differentiation (Spicer et al., 1996). Previous studies showed that no m^6^A modification was found in *Myod1* mRNA in mESC (Batista et al., 2014), whereas m^6^A methylation of *Myod1* in C2C12 was significantly enriched in 5′UTR, and siMETTL3 led to a restraint of myoblast differentiation by reducing *MYOD1* mRNA expression (Kudou et al., 2017). In contrast, our study found that m^6^A modification of *MYOD1* mRNA was enriched in 3′UTR and its mRNA expression was decreased, which may have different or similar regulatory mechanisms in bovine myoblast differentiation. In view of previous reports and our data, it is reasonable to speculate that the role of m^6^A modification in skeletal muscle differentiation may not be a pure promoting or inhibiting mechanism, but rather may be complex. Our ongoing research project will be to investigate the molecular mechanism of m^6^A modification regulating skeletal myogenesis *in vitro* using bovine myoblasts as a model.

## Conclusion

In conclusion, we first revealed the mRNA m^6^A modification map in bovine skeletal myoblasts and myotubes. We found that m^6^A methylation may regulate myogenesis *via* mediating the gene expression. Further, four candidate target genes were identified and screened, including MYOZ2, TWIST1, KLF5 and MYOD1. These comprehensive analyses open a new perspective for the genetic improvement and molecular breeding of beef cattle, and provide a theoretical basis for studying the functional and molecular mechanism of m^6^A methylation in regulating skeletal muscle development and myogenesis.

## Data Availability

The datasets supporting our findings are included in the article and Supplementary Material. The m^6^A-seq and RNA-seq data generated by this study have been deposited to GEO database under accession number GEO: GSE173477.

# Supplementary material for: Transcriptome-wide N 6-Methyladenosine Methylome Profiling Reveals m6A Regulation of Skeletal Myoblast Differentiation in Cattle (Bos taurus)
**Source:** Front Cell Dev Biol. 2021 Dec 6;9:785380. doi: 10.3389/fcell.2021.785380
**Supplement:** Supplementary file 2

Supplementary Table 1. Primers used in this study

| Primer name | Sequence (5’-3’) |
| --- | --- |
| Primers for RT-qPCR | |
| qGAPDH-F | AGTTCAACGGCACAGTCAAGG |
| qGAPDH-R | ACCACATACTCAGCACCAGCA |
| qMYOD1-F | AACCCCAACCCGATTTACC |
| qMYOD1-R | CACAACAGTTCCTTCGCCTCT |
| qMYOG-F | GGCGTGTAAGGTGTGTAAG |
| qMYOG-R | CTTCTTGAGTCTGCGCTTCT |
| qMYH3-F | TGAACGCCCTCTCCAAATCC |
| qMYH3-R | AATGAAGTGCTGTCTCGGCA |
| qMYMK-F | TCGGCCATCCTCATCATTG |
| qMYMK-R | CGTACGTGTAGTCCCAGTCCTC |
| qMRF4-F | GTGATAACTGCCAAGGAAGGAG |
| qMRF4-R | CGAGGAAATGCTGTCCACGA |
| qCKM-F | CAACATGAAGGAGGTTTTCCG |
| qCKM-R | GGTTAGATGGGCAGGTGAGC |
| qMYOZ2-F | AACAGAGTTGCCACCCCATT |
| qMYOZ2-R | CCATCCCTTCGGAGTCCTATT |
| qTWIST1-F | CTACCAGGTCCTACAGAGCGA |
| qTWIST1-R | CTCCATCCTCCAGACCGAGAA |
| qKLF5-F | GAGCTGGTCCAGACAAGATGT |
| qKLF5-R | TCAGGTGAGTGATGTCAGGGA |
| Primers for m^6^A-IP-qPCR | |
| MYOZ2-m^6^A-F | TCACCGGAACGAATTCCACT |
| MYOZ2-m^6^A-R | GCCCATCCTTCAGAGAGTCG |
| TWIST1-m^6^A-F | CTACCAGGTCCTACAGAGCGA |
| TWIST1-m^6^A-R | CTCCATCCTCCAGACCGAGAA |
| KLF5-m^6^A-F | GCTCCTGAATACACCGGATCT |
| KLF5-m^6^A-R | GAATTGCTTCATGGCGGTCG |
| MYOD1-m^6^A-F | GCCCCTCGGGCTGTATTTAT |
| MYOD1-m^6^A-R | TTCGAACACCTGAGCGAGC |

How the deposited data were processed for this re-analysis (not part of the article)

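The study compared bovine skeletal myoblasts in growth medium (GM, day 0) with myotubes after 4 days in differentiation medium (DM). Each group had 3 cultures, and each culture gave an input library and an m6A immunoprecipitated (IP) library, 12 samples in all. Strand-specific libraries were trimmed with Trimmomatic and aligned by the authors with HISAT2 to ARS-UCD1.2, and Sambamba kept uniquely mapped reads without duplicates.

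The deposited gene table holds FPKM that the authors made with StringTie, for the 6 input libraries and 18436 genes on the 29 autosomes, each with a value above 0 in at least 1 library. The deposited peak lists, 1 per group, come from exomePeak run by the authors on the pooled libraries of the group, with ChIPseeker annotation. Their fold enrichment is the authors' linear ratio of IP over input in the peak. The deposited p-value of a peak is unadjusted and at most 0.05. The score values of the deposited lists are that unadjusted p-value, computed by the authors with exomePeak and not log10-transformed before they were deposited. Separate deposited columns hold log10 of that p-value and log10 of its false discovery rate, as exomePeak wrote them for the authors. The DM list repeats 2 entries, which were kept as they stand. The authors' term annotation in the gene table covers 11061 tested genes for GO and 4449 for KEGG.

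Unique mapped reads of the inputs numbered 61849114, 60996560 and 55404787 in GM and 63950590, 59142357 and 59716094 in DM (Table 1). No standard error comes with the deposited FPKM, so the precision of an expression value is given by the spread of 3 libraries per group. A peak has 1 value per group and no error.

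Expression was analysed in R 4.3.3 with limma 3.58.1 on log2(FPKM + 1), with moderated variances and a trend, for genes with a mean of at least 0.5 FPKM. Genes were called at an unadjusted p under 0.05 and a fold change over 1.5, and Benjamini-Hochberg adjustment ran over all tested genes. Named genes are those of the paper's text and tables, the m6A writers, readers and erasers, and the 5 largest rises and falls. These rises and falls were ranked among changed genes with FPKM over 0.5 in all 6 libraries and no overlap between groups. The largest m6A changes were ranked among pairs with fold enrichment of at least 2 in both lists. The 8 gene lists, written down before the values were read, were tested with camera (correlation between genes of 0.01) and with fry. They cover muscle contraction, S phase, G2/M, sterol synthesis, m6A machinery, fibroblast markers, adipocyte markers and interferon response. Lists of liver X receptor targets and of glycolysis genes were added to test explanations and set against 10000 random lists matched on expression.

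Peaks were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9. Peaks of the lists were paired by overlap of at least 1 base of their exon blocks on the same strand. A change in m6A is a ratio of fold enrichment over 1.5 in a pair of exactly 1 GM and 1 DM peak, and 99.4% of these pairs were annotated to the same gene in both lists. Shares have Wilson 95% intervals, differences in share and the overlap of gene sets Fisher exact tests, and correlations of change 100000 permutations. Intervals of medians and of correlation differences came from 1000 and 2000 bootstrap draws. GO and KEGG terms of at least 10 genes were tested with a hypergeometric test and Benjamini-Hochberg adjustment over the terms, and these tests were not among those set before the data were examined.

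Alternatives covered the pseudocount, the filter on FPKM, size factors, TPM, a replicate block, the variance trend, thresholds, each library left out, stricter peak sets, the overlap rule and centring of the ratios. The pipeline was tested on simulated data. Of 200 changed genes among 12302, 98% were recovered with the right sign in 100%, and 3 unchanged genes were called. Genes of this simulation were called at an adjusted p, and its changes were larger than the fold-change threshold and spared genes of low FPKM. These figures thus give no recovery or false-call rate for the unadjusted criteria applied to the data. Of 1000 simulated peaks, 100% of pairs were recovered. Reads were not realigned, and the RRACH motif was not analysed here because no genome sequence was used. Peak calls per sample, RT-qPCR and m6A-IP-qPCR were not analysed here either.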

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

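In this part the count of splits of the libraries and the GO test were chosen after the data were examined, the list of liver X receptor targets was added after the rise was seen but before its own values were read, and the scaling alternatives were set before.

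Genes of sterol synthesis were higher in DM, a pathway the paper's text does not discuss. Of the 21 genes tested from a list of 24, 20 rose, with a median log2 fold change of 0.95 (camera with Benjamini-Hochberg adjustment in limma, adjusted p = 3.2e-13, fry adjusted p = 3.0e-05). By limma, 14 of the 21 met both criteria for a change. Over all genes 19 had a limma Benjamini-Hochberg adjusted p under 0.05, 18 of them higher in DM. The 1 lower was MVK (log2 fold change −0.32, limma Benjamini-Hochberg adjusted p = 0.021). Adjusted over the list alone, 19 passed. The median lies at percentile 100 of the random lists matched on expression. The GO term cholesterol biosynthetic process, from the authors' annotation, held 8 of 18 genes (8.89-fold, hypergeometric test, Benjamini-Hochberg adjusted p = 1.0e-04).

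Scaling between libraries could raise a whole list. Under median-of-ratios size factors and under TPM the largest adjusted camera p was 2.4e-10, and the median ranged from 0.91 to 1.17 over the alternatives, which argues against that cause. Of the 10 splits of the 6 libraries, 10 gave at least as many lists past the camera threshold as the real one. Each of the others sets 2 libraries of a group with 1 of the other and so keeps part of the difference, and lists that moved strongly can pass again, so this count decides nothing.

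A lower supply of sterol in the differentiation medium may drive the rise, and would also lower the targets of the liver X receptor. ABCA1 fell (−0.95, limma Benjamini-Hochberg adjusted p = 3.7e-05) and was left out of the list, because its fall had been seen before the test was set. The 5 tested targets other than ABCA1, of 8 listed, had a median log2 fold change of −0.11, with 4 lower, 1 of them past adjustment over all genes like the 1 higher, at percentile 28.5 of random lists. With so few genes the medium and differentiation itself cannot be told apart.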

How the results depend on the processing

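The alternatives of this part were set before the data were examined, apart from those said to be added. Of 226 values of comparison results under alternatives, 179 kept their reading. Of 1034 values over 80 named genes, 979 did, 20 were weaker, 17 stronger and 18 reversed. Where no reason is given, the cause was not tested.

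For expression, a fold change over 2 gave 507 genes (232 up, 275 down) by construction, against 1461 (603 and 858). TPM gave 970 up, a share of 55.1% against 41.3%, since it rescales each library to the same sum and the median log2 fold change of all genes went from −0.05 to 0.06. Size factors gave 48.6% up.

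With replicate number as a block the count was 1473 (608 up, 865 down). Residuals of libraries with the same number correlated at −0.0792, −0.123 and −0.208 across genes, so the block gives no sign of a pairing of GM and DM cultures. Under the block SOX9 had a limma Benjamini-Hochberg adjusted p of 0.055.

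The m6A machinery list turned from a median log2 fold change of −0.073 to 0.045 under TPM, and fry gave it an adjusted p of 0.0018 at −0.073, where camera gave 0.22. Fibroblast markers, at 0.13, passed camera without the FPKM filter (adjusted p = 0.044), without GM replicate 3 (0.17, adjusted p = 0.048, range 0.10 to 0.17 as libraries were left out) and under fry (0.13, adjusted p = 8.1e-04). Adipocyte markers, at −0.26 with 2 genes tested, gave 0.0052 without the filter (9 tested), 0.088 with FPKM over 0.5 in all 6 libraries (1 tested) and −0.28 to 0.16 as libraries were left out (3 tested without a GM library, 2 without a DM library), so these medians are not of the same genes. The 2 genes passed as a list under fry at −0.26 (adjusted p = 0.0034), though 1 was higher and 1 lower in DM, so this median lies between opposite changes. Interferon response genes, near 0 at −0.0060, gave 0.033 with pseudocount 0.1, 0.036 with size factors, 0.099 with TPM and −0.080 to 0.048 as libraries were left out. The values of this list and of the m6A machinery under size factors and TPM moved as the median of all genes did (−0.05, to 0.00074 and 0.06). For the others the cause was not tested.

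Among named genes every reversal was of a change near 0. WTAP gave 0.043 with size factors, 0.10 with TPM and −0.049 to 0.017 as libraries were left out. METTL14 gave 0.056, 0.12 and −0.077 to 0.067, and HNRNPC 0.040, 0.10 and −0.058 to 0.012. METTL3 gave 0.0079 with size factors and 0.067 with TPM, YTHDC1 0.054 and CBLL1 0.036 with TPM, and YTHDF1 −0.0053 to 0.082 as libraries were left out. Under size factors and TPM these genes moved by about as much as the median of all genes (−0.05, to 0.00074 and 0.06), so those reversals follow the scaling. As libraries were left out, the cause was not tested.

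The lowest Pearson r within GM, within DM and between groups was 0.993, 0.997 and 0.933 on linear FPKM, where abundant genes weigh most. It was 0.988, 0.990 and 0.975 with pseudocount 0.1, and 0.991, 0.994 and 0.964 for genes with at least 0.5 FPKM. The cause was not tested.

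Stricter peak sets gave fewer peaks per gene, 1.61 in GM and 1.53 in DM at a fold enrichment of at least 2, and 1.60 and 1.46 at a false discovery rate under 0.001. An overlap of at least 50% left 9897 shared GM peaks. DM minus GM of the median fold enrichment was 0.22 at a fold enrichment of at least 2, 0.32 at the stricter false discovery rate and 0.18 among shared peaks. A change of more than 2-fold left 549 higher and 480 lower pairs and 103 genes changed at both levels. The r of fold enrichment with mRNA level was −0.392 in GM and −0.406 in DM with pseudocount 0.1, and −0.224 and −0.245 for genes with at least 0.5 FPKM. The cause was not tested. For the genes lower in DM, the filter on all 6 libraries left 58 GO terms and 3 KEGG pathways, an alternative added after the data were seen.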

Differences from the paper's values

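The paper gives 2257 changed genes and 1461 were found here, or 2104 with fold change of mean FPKM, the scale on which the paper's mRNA values of Tables 3 and 4 lie (largest gap 0.00487), a setting added after the values were seen. Among the alternatives set before the data were examined, pseudocount 0.1 (2014), TPM (1762) and leaving out GM replicate 2 (1521) or DM replicate 3 (1508) come within 1.5-fold of the paper's count. For genes up, the paper gives 986 against 603 here, and pseudocount 0.1 (829), size factors (679) and TPM (970) come within 1.5-fold, as does the added setting (870).

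Here and below a value counts as met within 1.5-fold. The paper's peak counts are per sample by MACS2, and those here are of the pooled exomePeak lists. It gives 9246 peaks in the lowest GM sample against 19739, and 9128 in the lowest and 11861 in the highest DM sample against 20790. Of the alternatives set before the data were examined, only the DM highest is met, by a fold enrichment of at least 2 (15873) and a false discovery rate under 0.001 (14164). Genes or transcripts with a peak are 6042 in the paper against 10601 in GM, met by the false discovery rate under 0.001 (8893). In DM they are 5691 and 7361 against 11800, the latter met by a fold enrichment of at least 2 (10400) and by the false discovery rate (9720). The share with a peak is 33.9% in the paper against 57.0% in GM, met by the false discovery rate (47.9%), and 24.3% against 63.3% in DM, met by none. The 5′UTR share is just under 10% in the paper against 16.1% in GM and 18.2% in DM, met by none. The paper names the coding sequence as the largest class, and here the 3′UTR is the largest in both lists.

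For changed peaks the paper gives 1559 against 2562 here, met by an overlap of at least 50% (2210), an alternative set before the data were examined like those that follow. It gives 949 higher against 1458, met by that overlap (1129) and by centring (1193), and 610 lower against 1104, met by a change over 2-fold (480). Genes number 1437 against 2364, met by the overlap (2074) and by 2-fold (981). Those higher number 881 against 1388, met by the overlap (1090) and by centring (1137), and those lower 571 against 1054, met by 2-fold (465). Genes changed both ways number 15 against 78, met by 2-fold (18).

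Among genes changed at both levels, the paper gives 67 higher in both against 35 and 46 lower in both against 29. No alternative set before the data were examined meets these. The share is 18.4% of the m6A-changed genes in the paper against 10.3% of the 2364 genes with a changed pair here, many of which were not tested for mRNA. Of the 1845 that were tested it is 13.2%, which is within 1.5-fold. The genes changed at both levels number 268 in the paper and 244 here.

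The correlation of m6A with mRNA level is about 0.91 in Fig. 6A, read by eye, against −0.366 in GM. It is about 0.93 in Fig. 6B, read by eye, against −0.381 in DM, an opposite sign in both groups. For the changes it is about 0.044 in Fig. 6C, read by eye, against −0.118. No alternative set before the data were examined meets these.

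For 8 of the 13 peaks of Tables 3 and 4 that form a pair at the listed interval, the log2 m6A ratio differs from the ratio of the listed fold enrichments, and no alternative set before the data were examined meets them. The 8 are ACOX2 1.51 in the paper against 2.40 here, PPIP5K1 1.46 against −0.62, FRMPD1 1.27 against 0.80, AUTS2 −1.22 against −3.17, CKM −1.14 against −2.02, SLC26A10 −1.14 against −0.67, MKI67 −1.07 against −0.46 and INA −1.07 against −2.21. PPIP5K1 has the opposite direction, on low mRNA and paired peaks of unlike length. The 1.5-fold rule is applied here to the log2 values, and on the scale of the ratios themselves FRMPD1 and SLC26A10 would lie within it. PYGM, SNAP91, ANPEP, FOXP4 and BRCA2 lie closer, the farthest of them BRCA2 with 1.17 against 1.49.

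The paper reports lower m6A of MYOD1 in DM by m6A-IP-qPCR, and the listed fold enrichment rose from 3.12 to 4.57. It reports higher m6A of TWIST1 in DM, and the listed values were 3.97 in GM and 3.26 and 1.96 in DM. The paper's supplementary lists hold these 2 genes among those changed in mRNA alone. None of the GO or KEGG terms that the paper names for the m6A-changed genes passed here. Of the KEGG pathways named for DEGs, insulin secretion, cardiac muscle contraction, calcium and Wnt (up) and Rap1, TNF and PI3K-Akt (down) did not. The GO term cardiac muscle contraction did pass for the genes higher in DM (14 of 26 genes, 10.8-fold, hypergeometric test, Benjamini-Hochberg adjusted p = 1.3e-09). The paper's terms came from g:Profiler and KOBAS, on its own gene sets. Here terms were taken as listed for each gene, and m6A terms were set against genes with a shared pair. These are unlike tests, so a term that did not pass here is not thereby refuted.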

Other observations

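In this part the count of splits for the changed genes was chosen after the result was seen, and the other tests before their own result was seen.

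A grouping by chance could give many changed genes. Of the 10 splits of the 6 libraries into 3 and 3, only 1, the real one, reached 1461, and the others gave 12 to 38, with 0 after adjustment. Each of the others sets 2 libraries of a group with 1 of the other, which puts the difference into the spread and lowers the count. With 10 splits the share also cannot fall lower, so the split alone carries little weight as a test.

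The 3′UTR share of peaks was 2.61 points higher in DM. Different genes in the 2 lists might explain this, but among the 9840 genes with a peak in both the difference was 2.56 points (95% interval 1.55 to 3.57), which argues against it. Longer DM peaks might too. Averaged over 4 groups of peaks of equal size by length, the difference was 1.63 points (0.66 to 2.60), with 3.07, 0.525, 1.13 and 1.80 in the groups from short to long, so that a part due to length cannot be told apart.

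The inverse relation of m6A change to mRNA change may come in part from mRNA level as the denominator of fold enrichment where input coverage is low. The absolute r was greater by 0.0596 in the lowest than in the highest group of pairs by mean FPKM (95% interval 0.0034 to 0.114), as that explanation needs. The relation is not graded, with r of −0.160 in the lowest, −0.0734 in the middle and −0.101 in the highest group, so other causes stay open.

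For the sign of the level correlation, IP FPKM undivided by input might give the paper's positive values. At the 268 genes of the paper's overlap table, IP FPKM of the supplement against input FPKM had r of 0.815 to 0.861 across genes, while the ratio of IP to input against input had −0.335 to −0.278. Input is the denominator of that ratio and IP starts from the same RNA, so both signs were to be expected, and the paper chose these genes for a change at both levels. What Fig. 6 plotted thus cannot be told apart here. The input FPKM of that table equal the deposited ones to 0.005.

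Of the 290 peaks in the paper's overlap table, 136 form a shared pair here and 124 of those (91.2%, Wilson 95% interval 85.2 to 94.9%) have the listed direction, with r of 0.807 across peaks. At the listed intervals the others overlap both lists without a pair (58), DM alone (67, all listed up), GM alone (25, all listed down) or neither (4). Different peak limits could cause the exceptions. Pairs overlapping by 50% or more had the listed direction 0.260 points more often (95% interval −9.28 to 9.80). With so few exceptions among the other pairs the criterion of 10 points set for this test was out of reach, so that different limits cannot be told apart. A common shift between the lists is argued against, since centring raised the share by 0 points.

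GAPDH, the RT-qPCR reference of the paper, fell from 1322 ± 166 to 839 ± 21.7 FPKM (log2 fold change −0.65, limma Benjamini-Hochberg adjusted p = 5.6e-04, −0.72 to −0.55 as libraries were left out). Scaling between libraries could lower it, but its largest limma Benjamini-Hochberg adjusted p under size factors and TPM was 0.0018. A fall of glycolysis genes as a group may account for it. Of 17 others tested from 18 listed, 15 were lower, 11 of them with a limma Benjamini-Hochberg adjusted p under 0.05 over all genes, and 1 of the 2 higher ones, HK2, passed too. Their median of −0.27 lies at percentile 5.62 of random lists, so that a fall of this group cannot be told apart from that of other genes of like expression. RT-qPCR values scaled to GAPDH would then read higher in DM.

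Of the differentiation genes of Fig. 1C, MYOG rose from 197 to 243 FPKM (log2 fold change 0.31, limma Benjamini-Hochberg adjusted p = 0.0046), MYH3 from 273 to 659 (1.27, adjusted p = 5.0e-07) and MYF6, or MRF4, from 1.73 to 3.89 (0.84, adjusted p = 3.9e-04). MYMK changed by 0.21 (limma Benjamini-Hochberg adjusted p = 0.083), and passed with TPM (0.33, adjusted p = 0.0092), with size factors (0.27, adjusted p = 0.043) and without GM replicate 3 (0.31, adjusted p = 0.0011). PAX7 fell from 1.08 to 0.0624 FPKM (−0.97, limma Benjamini-Hochberg adjusted p = 4.5e-05), a ratio of −4.12 on log2 of mean FPKM. MYOG was already high in GM, at 197 FPKM.

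Among m6A genes, METTL3 (−0.05, limma Benjamini-Hochberg adjusted p = 0.57), METTL14 (−0.0022, 0.99), WTAP (−0.02, 0.83) and RBM15 (−0.20, 0.069) did not pass, though RBM15 did without GM replicate 1 (−0.28, adjusted p = 0.026). IGF2BP1 (−0.45, limma Benjamini-Hochberg adjusted p = 4.2e-04), IGF2BP2 (−0.47, 4.5e-04), IGF2BP3 (−0.41, 0.0022) and HNRNPA2B1 (−0.56, 2.0e-04) were lower in DM, and YTHDF1 did not pass (0.028, 0.77). The paper speculates that YTHDF1 or IGF2BPs may recognize the m6A site of CKM mRNA. VIRMA (−0.21, 0.012) and YTHDC2 (−0.29, 0.010) passed limma with Benjamini-Hochberg adjustment, but not under TPM (adjusted p = 0.25 and 0.092). FTO (−0.15, limma Benjamini-Hochberg adjusted p = 0.058) passed without GM replicate 3 (−0.18, adjusted p = 0.028). ALKBH5 (0.12, limma Benjamini-Hochberg adjusted p = 0.093) passed with size factors (0.18, adjusted p = 0.017) and TPM (0.25, adjusted p = 0.011), and ZC3H13 (0.12, adjusted p = 0.20) with TPM (0.25, adjusted p = 0.019). Of the 20 genes of the list, 15 were lower and 6 passed, over all genes and over the list alone.

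STAT3 rose by 0.28 (limma Benjamini-Hochberg adjusted p = 0.0035), PIK3CA by 0.48 (3.7e-04), and IGF2 fell by 0.44 (5.6e-04). JAK2 (0.24, limma Benjamini-Hochberg adjusted p = 0.091) passed with TPM (0.38, adjusted p = 0.034), with size factors (0.30, adjusted p = 0.035) and without DM replicate 2 (0.34, adjusted p = 0.021).

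Of the other lists, fibroblast markers had 8 of 12 genes higher (median 0.13, limma camera Benjamini-Hochberg adjusted p = 0.083), with 1 gene changed by both criteria, 7 past adjustment over all genes and 7 over the list alone, all 12 being expressed in these cultures. Adipocyte markers had 2 of 9 genes tested, 1 higher and 1 lower (−0.26, limma camera Benjamini-Hochberg adjusted p = 0.55). Of these, 1 gene changed by both criteria, and 1 passed adjustment over all genes and 1 over the list alone. Interferon response had 10 of 20 tested, 5 higher and 5 lower (−0.0060, limma camera Benjamini-Hochberg adjusted p = 0.95), with 2 genes changed by both criteria, 5 past adjustment over all genes and 5 over the list alone. None of these 3 lists passed camera with these settings. Fibroblast markers did without the FPKM filter (adjusted p = 0.044) and without GM replicate 3 (adjusted p = 0.048), and fry passed fibroblast (adjusted p = 8.1e-04) and adipocyte markers (adjusted p = 0.0034). No cause was tested.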
